# Modeling exercise using optogenetically contractible *Drosophila* larvae

**DOI:** 10.1186/s12864-022-08845-6

**Published:** 2022-08-30

**Authors:** Arpan C. Ghosh, Yanhui Hu, Sudhir Gopal Tattikota, Yifang Liu, Aram Comjean, Norbert Perrimon

**Keywords:** Drosophila, Exercise, Optogenetics, Muscle, RNA-seq, Myokines

## Abstract

The pathophysiological effects of a number of metabolic and age-related disorders can be prevented to some extent by exercise and increased physical activity. However, the molecular mechanisms that contribute to the beneficial effects of muscle activity remain poorly explored. Availability of a fast, inexpensive, and genetically tractable model system for muscle activity and exercise will allow the rapid identification and characterization of molecular mechanisms that mediate the beneficial effects of exercise. Here, we report the development and characterization of an optogenetically-inducible muscle contraction (OMC) model in *Drosophila* larvae that we used to study acute exercise-like physiological responses. To characterize muscle-specific transcriptional responses to acute exercise, we performed bulk mRNA-sequencing, revealing striking similarities between acute exercise-induced genes in flies and those previously identified in humans. Our larval muscle contraction model opens a path for rapid identification and characterization of exercise-induced factors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08845-6.

## Introduction

Exercise and increased physical activity can both prevent and ameliorate the pathophysiological effects of a number of metabolic and age-related disorders. In particular, physical inactivity contributes significantly to age related loss in muscle mass and strength, is strongly associated with the onset of type 2 diabetes and cardiovascular disease, and is a reliable predictor of all causes of mortality [1–8]. Not surprisingly, increased physical activity and exercise remain some of the most prescribed interventions for fighting metabolic and age-associated diseases [3–5, 9–12]. Increased physical activity can prevent to some extent age-associated loss in muscle strength, reduce mortality rates, improve cardiac function, and improve insulin sensitivity [3–5, 12, 13]. Additionally, exercise is beneficial to various pathologies including inflammatory disorders, certain cancers, and osteoporosis [10, 14–16]. Despite the well documented beneficial effects of increased physical activity, our understanding of the molecular mechanisms that mediate these beneficial effects remains limited.

Several “omics” approaches have been reported that shed light on the role of muscle as a source of exercise-induced humoral factors called “myokines” or “exerkines” [11, 17, 18]. Myokines, such as irisin [19, 20] and meteorin-like [21], are involved in energy metabolism and browning of white fat. In addition, another myokine, apelin, has been demonstrated to improve muscle function by reversing age-associated sarcopenia [22].These studies underscore the diverse roles of myokines in endocrine, paracrine, and autocrine signaling [23]. Furthermore, responses to endurance and strength-based training involve systematic coordination and communication among multiple organs [24], raising the question whether these events during exercise are brought about by myokines. Interestingly, different exercise modules can induce different myokines [18], suggesting that muscles respond differently depending on the type of exercise. Such observations warrant a deeper investigation into how different myokines exert their beneficial effects on various organs.

To date, a number of vertebrate species including humans have been recruited to characterize circulatory myokines in response to different exercise modules. However, in these studies it is difficult to take a systematic look at every myokine in an in vivo setting. The availability of in vivo genetic model systems would be extremely valuable to characterize the response of muscles to varying degrees of exercise. *Drosophila* is an established model system to understand the biology of exercise (see reviews [25–27]). For instance, exercise training in young flies can improve age-associated decline in mobility [28]. Of note, the fly ortholog of the vertebrate exercise response gene *dPGC-1α* / *spargel* (*srl*) has been implicated in the physiological effects of endurance exercise [29], suggesting an evolutionarily conserved mechanism of exercise biology. Interestingly, it has also been shown that activating octopaminergic neurons or feeding flies with octopamine can fully substitute for exercise in sedentary adult flies [30]. Therefore, the use of a genetically tractable model organism such as *Drosophila* may allow fast and highly reproducible functional analyses of various cell types, tissues, and genes encoding evolutionarily conserved myokines in vivo. However, most of the exercise studies have been modeled around ‘endurance’-based training in adult *Drosophila.* The physiological effects of strength-based or acute exercise in *Drosophila* adults or larvae have not been well addressed. Importantly, besides addressing the physiological aspects of exercise, a systematic evaluation of the transcriptomic architecture of muscles upon exercise in *Drosophila* has not been reported.

Here, we used *Drosophila* larvae to establish an optogenetic muscle contraction model (OMC). Because larval locomotion is brought about by a series of muscle contractions which are regulated by motor neurons that innervate the body wall muscles [31–34], we employed an optogenetic tool to activate motor neurons. Optogenetics is a powerful non-invasive tool to systematically control neuronal activity, thereby controlling their effects on larval locomotion, behavior, and various other physiological aspects in *Drosophila* [35–37]. Typically, optogenetics utilizes various light-activated channelrhodopsins (ChR) including CsChrimson, ChR2, ChR2-XXL, ReaChR, GtACRs, and many others that utilize different wavelengths of light to activate or inhibit neurons [38–43]. Owing to its extreme light-sensitivity and deep tissue targeting, we used the red shifted ChR called CsChrimson [36, 42, 44] to induce muscle contractions in larvae by activating motor neurons using the motor neuron specific *OK6-Gal4* driver [45].

Compared to optogenetics in adult *Drosophila*, our larval OMC model has many advantages including: 1) larvae are translucent under white light, such that light can pass through the larval cuticle, allowing easy access to motor neurons present in the central nervous system; 2) the larval cuticle is soft, making it possible to induce contraction of all of the body wall muscles at once without causing injury; and 3) larval hemolymph and tissues are easily accessible for biochemical, cell biological, and omics-based approaches. Exploiting such benefits, we demonstrate the application of OMCs to *Drosophila* larvae and identified several evolutionarily conserved myokine-encoding genes by RNA-sequencing and the signaling pathways that are active in muscles after acute exercise regimens. Further, we identified striking similarities between exercise-induced genes in flies and in humans. We catalog several acute exercise-induced putative myokine-encoding genes, which may aid in the systematic characterization of their roles in beneficial effects of exercise and in addressing the nature of inter-organ communication networks during exercise.

## Materials and methods

### Fly stocks and husbandry

The *OK6-Gal4*^*bc*^ line was generated by backcrossing the original *OK6-Gal4* (BDSC:64199) line to a *w*^*1118*^ control fly line for 7 generations. The *UAS-CsChrim*^*bc*^ line was generated by backcrossing the original *UAS-CsChrim* (BDSC:55136) to the same *w*^*1118*^ fly line for 7 generations. All stocks were maintained at 25 °C and experiments were performed at room temperature unless specified otherwise. The endurance training paradigm was performed at 20 °C to prolong the larval stage, allowing for a longer regimen of muscle contractions. Egg laying cages were set up by crossing ~ 150 virgin females and ~ 120 males in 100 ml volume cages. Crosses were maintained on grape juice plates supplemented with yeast paste and were kept at 25 °C under 60% humidity. Egg collections were started from day 4 onwards post mating. Collections were done for a 3-hour time period every day with a small dab of yeast paste on the grape juice plates. The dab of yeast paste was removed after egg collection and the plates were incubated upside down at 25 °C until larvae started hatching. First instar larvae were collected 24 hours after the end of egg collection and either 60 animals were transferred to standard food vials (for acute exercise training) or 30 animals were transferred to all-trans retinal (ATR) containing food (for endurance training).

### Optogenetic muscle contraction (OMC) model using *Drosophila* larvae

Our setup consists of a series of high-power light emitting diodes (LEDs) that are controlled by an Arduino microprocessor controller via a number of Buckpuck power regulators and switches. Details on the components used to make the OMC setup are available in Table 1 and the circuit diagram for the setup is shown in Fig. 1A (also see Fig. S1A for the entire setup). Adapter rings that allow attachment of standard narrow *Drosophila* food vials without interrupting air flow were made by mounting laser-cut acrylic pieces around the LEDs. Scaled diagrams for the adapter ring setup are depicted in Fig. S1B-B′. Optogenetic muscle contractions were performed on animals that were either kept in 30 mm cell culture plates in a thin layer of 2% sucrose or in food vials containing 2–3 mm of food per vial. The adapter ring setup allows attachment of up to 12 vials in a single experiment.

**Table 1:** List of components used to create the circuit board for the OMC setup

Item	Source	Part Number
700 mA Externally dimmable BuckPuck DC Driver	Luxeonstar.com	3021-D-E-700
Rebel Tri-Star Sink-Pad II deep-red LED	Luxeonstar.com	SP-01-D2
Sparkfun Red board Arduino-UNO	Sparkfun	DEV-13975
**Heat sink**		
Thermal Adhesive Tape for 20 mm Tri-Star LED Assemblies	Luxeonstar.com	LXT-T-12
Carclo 18° 20 mm Circular Beam Optic	Luxeonstar.com	10,507
40 mm Round × 30 mm High Alpha Heat Sink - 7.9 °C/W	Luxeonstar.com	CN40-30B
5.1 k Ohm - 1/4 W - 5% resistors	www.e-projects.us	–
PNP Transistor	Generic	2 N3906

The components and their part numbers that were used to make the OMC setup

**Fig. 1:**
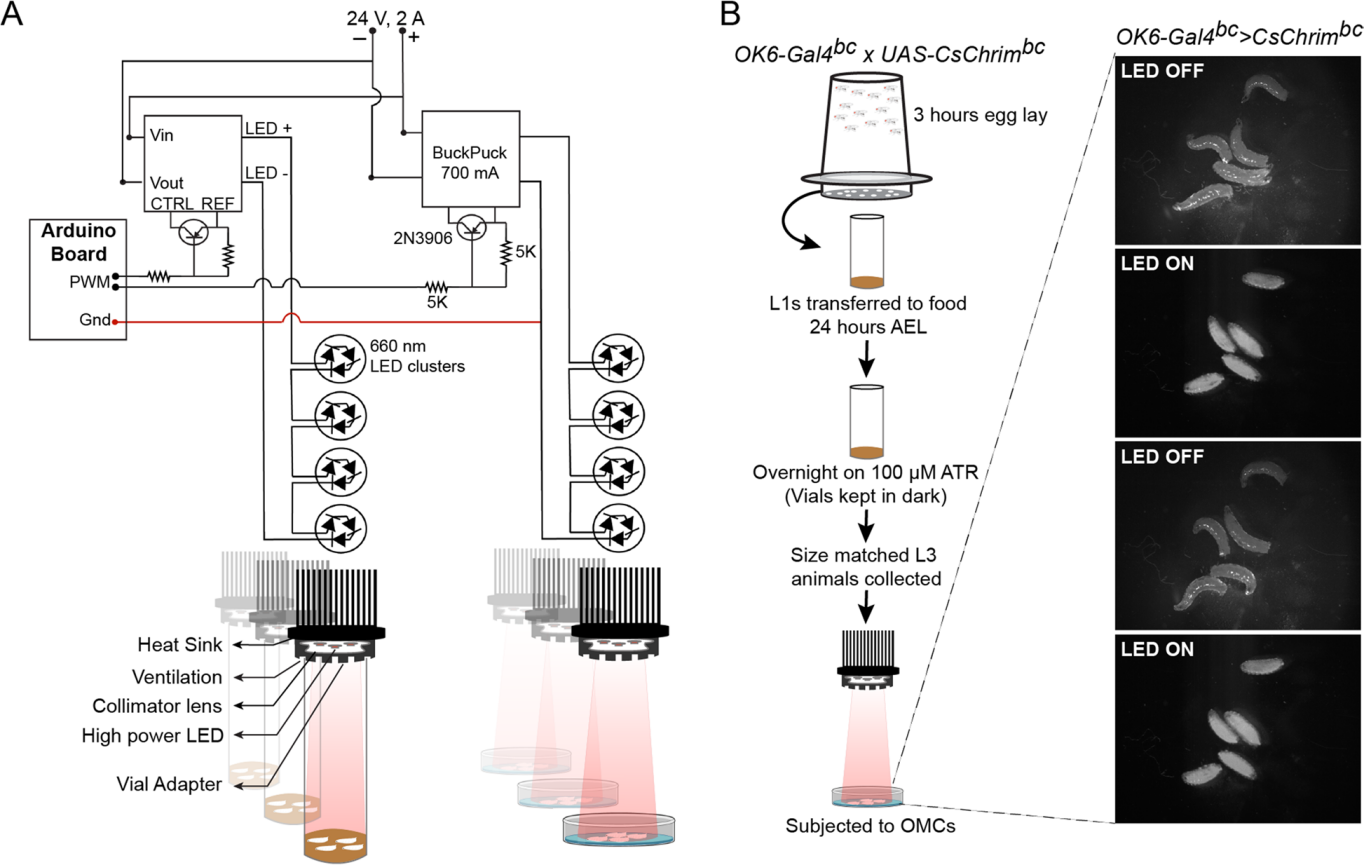
Schematic of the experimental set up for optogenetic muscle contraction (OMC). **A** Schematic of the optogenetic set up used to induce muscle contractions in *Drosophila* larvae. TOP: Circuit diagram of all the components involved in regulating the light emitting diodes (LEDs). The circuit components allow rapid switching of the high-power LEDs using a microprocessor controller such as an Arduino board. (BOTTOM) Schematic of the heat sink, to which the LEDs were attached, and the attached assembly used as a holder for the larval vials. Holders were assembled from laser-cut acrylic pieces and are designed to prevent light leak between tubes while allowing air flow to support oxygen supply. **B** Schematic of a basic experimental set up for inducing optogenetic contractions in third instar larvae. The images show snapshots of larvae over-expressing CsChrimson in their motor-neurons (*OK6-Gal4 > CsChrim*) when the LEDs were either OFF or ON, demonstrating the synchronized contraction of the larval body wall muscles (see Video 1 for the larval OMC). L1 and L3 correspond to first and third larval instar stages, respectively, and ATR is all-trans retinal

Our standard workflow for an OMC experiment is represented in Fig. 1B. Briefly, *Ok6-Gal4*^*bc*^*/+; UAS-CsChrim*^*bc*^*/+* (*OK6-Gal4*^*bc*^ *> CsChrim*^*bc*^) embryos were collected for a window of 3 hours on grape juice plates. Twenty-four hours after egg lay (AEL), 60 first instar larvae were transferred to standard food vials that were wrapped in aluminum foil to prevent exposure to light and reared at 25 °C for 3 days. The evening before induction of OMCs, mid third instar larvae were floated out of the food using 20% glycerol and 30 size matched larvae were transferred to new food vials containing 100 μM ATR, a substrate for Channelrhodopsin. Next, the vials were wrapped in foil and the larvae reared at 25 °C overnight. The following morning, size matched experimental and control larvae were again selected and placed in 30 mm cell culture plates for inducing OMCs.

### Tissue dissections

#### Body wall muscle

Dissections were done in 9-well depression plates with the wells half filled with silicone elastomer to allow positioning of the larvae and fillet using insect pins. Dissections were started by adding 1 ml of relaxing buffer [(RB) 1x PBS, 5 mM MgCl_2_ and 5 mM EGTA] to the well and placing a washed and cleaned 3rd instar larvae in the well. The animal was positioned ventral side up and the head and tail of the animals were pinned using insect pins with a gentle stretch along the body. A pair of fine micro scissors was used to cut along the ventral midline of the larvae. A 1 ml pipette was used to squirt the RB inside the animals until all the muscles were visibly relaxed. Four additional insect pins were used to open the fillet and lay the larval cuticle flat. Internal organs were carefully removed making sure not to injure the muscle attached to the cuticle. Samples were fixed in 4% paraformaldehyde in RB for 20 mins in the same well while the cuticle was still pinned to the silicone bed. Post fixation, the insect pins were removed, and the fillets were transferred to low adhesion tubes for further processing. For experimental larvae that show a strong contraction under the white light, we followed the following additional steps. First, we used a lower intensity of white light to do the dissections. Second, we waited at least 30 seconds to allow the larvae to relax after the initial strong contraction under the white light. Third, after the incision along the ventral midline and once the RB had relaxed all the muscles, we readjusted the insect pins to stretch out any slack that was caused by relaxation of the body wall muscles.

#### Fat body

Dissection was performed in a deep-well dish with the well half filled with silicone elastomer. A 20 μm diameter insect pin that was bent by 90 degrees was inserted in the silicone to create a hook that was used to invert the larvae. One milliliter of RB was added to the well, and stage and size matched subject animals were washed and placed in the well. The posterior end of the animal was cut with a pair of micro scissors and two sharp forceps were used to gently invert the animal on the insect pin keeping all internal organs to one side of the body. Subsequently the gut was removed while making sure other organs were not damaged. Tracheae were gently pulled out by holding the cut end of the primary tracheal tubes and pulling them along the length of the body. The carcass with the fat body still attached was then unmounted from the insect pin and transferred to RB in non-adhesion tubes. Samples were fixed in 4% paraformaldehyde in RB for 20 mins before use for subsequent processing. Final dissection of the fat body was performed on slides prior to mounting.

#### Oenocytes

Sample preparation for oenocytes was performed identically to muscle preparation with the exception that animals were mounted with the dorsal side facing up and the incision was made along the dorsal midline.

### Antibody staining

Third instar muscle fillets were permeabilized in 0.1% Triton-X100 in PBS (PBT) for 30 mins. Samples were then blocked in PBT + 5% BSA blocking solution (BS) for 2 hours at RT. Subsequently primary antibody (anti-glycogen Mouse anti-IgM: 1/100, anti-ATP5α: 1/500) diluted in BS was added to the samples. Samples were then incubated over night at 4 °C with gentle rotation. The following day, the samples were washed in PBT 4 times (15 mins each). Samples were then incubated with an appropriate secondary antibody (with 1/500 dilution) in BS for 2 hours at RT. Next, the samples were washed again with PBT 4 times (15 mins each) and mounted in VectaShield with DAPI (VectaShield 1200). Samples were mounted on a slide with the body wall muscles facing a coverslip. The coverslip was bridged to avoid squishing of the sample by sandwiching two stacked pieces of scotch tape (3 M) between the coverslip and the slide on both ends of the coverslip. Samples were imaged using a Zeiss LSM780 confocal microscope. Images were acquired at RT.

### BODIPY staining of oenocytes and fat body

Dissected and fixed tissues were permeabilized in 0.1% PBT for 30 mins at RT. Samples were washed three times, 5 mins each, in PBS to remove all Triton-X100. A 1 mg/ml stock of BODIPY in DMSO was diluted at 1/500 in PBS and added to the samples. Staining was performed for 30 mins at RT with constant rotation. The samples were then washed with PBS three more times, 5 mins each, and mounted on slides in VectaShield with DAPI (VectaShield 1200). The coverslip was bridged to avoid squishing of the sample by sandwiching two stacked pieces of scotch tape (3 M) between the coverslip and the slide on both ends of the coverslip.

### RNA sequencing and analysis

Total RNA was extracted from larval cuticle preparations using a Qiagen RNAeasy mini prep kit as per the manufacturer’s instructions. RNA-sequencing (RNA-seq) on mRNA-selected samples were performed by the Sulzberger Columbia Genome Center, Columbia University, using an Illumina HISEQ 2500 instrument. We obtained approximately 30 million single-end reads per biological replicate and three independent biological replicates were used for both control and exercised conditions. The quality of the sequencing reads was checked using the FASTQC package and reads were mapped onto the *Drosophila* genome (release 6) using the STAR aligner package. The read counts were calculated using featureCounts. The subsequent read counts matrix was further processed in R software using the Deseq2 package for normalization and differential gene expression analysis. Principal Component Analysis (PCA) was performed by plotPCA function from Deseq2 package using top variance genes. The heatmap for Fig. 3B was generated by R package pheatmap. The *p*-value was adjusted (padj) for multiple testing using the Benjamini and Hochberg method and the criteria used for differentially expressed gene selection are padj< 0.05 and fold change > 1.5. We used Gprofiler2 and cluster profiler to measure gene ontology (GO) enrichment and the resulting illustration was done by emapplot function (Figs. 3D, 4B) or by cnetplot function (Fig. 4C, S3B and S4B) from clusterProfiler package. Gene interaction networks in supplemental Figs. S3C and S4A were visualized using Cytoscape [46] with the edges for protein-protein or genetic interactions derived from MIST [47]. The annotation of the core components of signaling pathways was obtained from GLAD [48] and enrichment analysis was done using a program written in house based on hypergeometric distribution. The heatmap illustration of pathway enrichment result was done using TM4 software suite (http://mev.tm4.org/). For Figs. 5B and S5, we used the gene log2 FoldChange and pathway information as input and plotted the bar plot using ggplot2 package and used coord_polar function to convert the standard bar plot to the circle plot. The raw RNA-seq reads have been deposited in the NCBI Gene Expression Omnibus (GEO) database with the accession number GSE196850.

## Results and discussion

### Modeling acute exercise using OMC in *Drosophila* larvae

There are two modalities of physical exercise, endurance training and acute training, which differ in the intensity and duration of the regimens [24]. Endurance training involves low intensity but highly repetitive bouts of training regimens, whereas acute or strength-based exercise typically involves a short duration of high intensity bouts of exercise [49]. Most studies in *Drosophila* focused mainly on endurance-based exercise regimens using adult flies [26] and work addressing acute exercise is relatively scant. Hence, we reasoned that our OMC model could be utilized to mimic acute exercise in larvae, which are ideal for passing light through the translucent cuticle for optogenetics and subsequent induction of body wall muscle contractions. Because acute exercise training is based on the intensity and frequency of exercise bouts, followed by depletion of muscle glycogen [50, 51], we intended to induce acute exercise by inducing rapid muscle contractions and use muscle glycogen as a readout to determine the acute exercise program in larvae. For measuring glycogen levels, we used a previously validated immunofluorescence-based method to visualize muscle glycogen [52, 53]. For re-validating the anti-glycogen antibody in our experimental setup, we first tested the specificity of the antibody after treating the body wall muscles with amyloglycosidase, an enzyme known to deplete glycogen [52]. As expected, anti-glycogen antibody failed to detect any glycogen in the muscles that were treated with amyloglucosidase, suggesting that the antibody-based method to detect glycogen is reliable (Fig. S2A-B).

Next, we induced an acute exercise program with a series of repetitive muscle contractions over a period of 2 hours. Briefly, size matched mid-third instar experimental (*OK6-Gal4*^*bc*^ *> CsChrim*^*bc*^) and control (*w*^*1118*^) larvae were kept on ATR containing food overnight. On the day of the experiment, the animals were floated out of food using 20% glycerol and transferred to 30 mm petri dishes that contained 2 ml of a 2% sucrose solution in PBS. It is important at this stage to wipe the sides of the plates with a cotton swab dipped in acetone to create a hydrophobic surface that prevented formation of a concave meniscus. The above two conditions prevented the animals from wandering off the plate while making sure that they did not drown in the liquid. Representative images and the video of animals that are either relaxed (LED off) or are contracted (LED on) in response to 660 nm light stimulation are shown in Fig. 1B and Video 1, respectively. The acute exercise paradigm consisted of 8 rapid contractions, consisting of 1 sec each of light stimulation interspersed by 2 seconds of no light stimulus, followed by a 30 second break (rest). This cycle was repeated 3 times before giving the animals a 5 min of rest period. The entire exercise cycle was repeated in a loop for 2 hours (see schematic in Fig. 2A). At the end of the acute exercise paradigm the larvae remained inactive and devoid of any contractile action for a short period of time. The animals were, however, alive as evidenced by a beating heart tube. When transferred to fresh food and dark conditions, the exercised animals recovered and developed to pupae and then adults. Interestingly, adults that emerge from these pupae failed to expand their wings, a phenotype that is very similar to what is seen in flies that are mutant for the genes *bursicon* (*burs*) and *partner of bursicon* (*pburs*) [54, 55]. *Burs* and *pburs* encode cysteine knot proteins that dimerize to form the neurohormone Bursicon that regulates cuticular pigmentation and wing expansion in adult flies. These genes are produced and released from the CCAP neurons in the fly brain and exert their effects on a distinct set of neuronal network that regulate the complex behavior of wing expansion [56]. The *OK6-Gal4* driver used in our experiments is expressed in a subset of the CCAP neurons and the similarity in phenotypes indicate that the activation of these neurons possibly impairs the production of Bursicon or leads to premature release of Bursicon, leaving the adult flies devoid of Bursicon and hence incapable of inflating their wings [57]. This observation highlights one of the potential drawbacks of our OMC model, i.e., that non-specificity of the neuronal driver might cause systemic physiological effects by impacting neuro-endocrine signals.

**Fig. 2:**
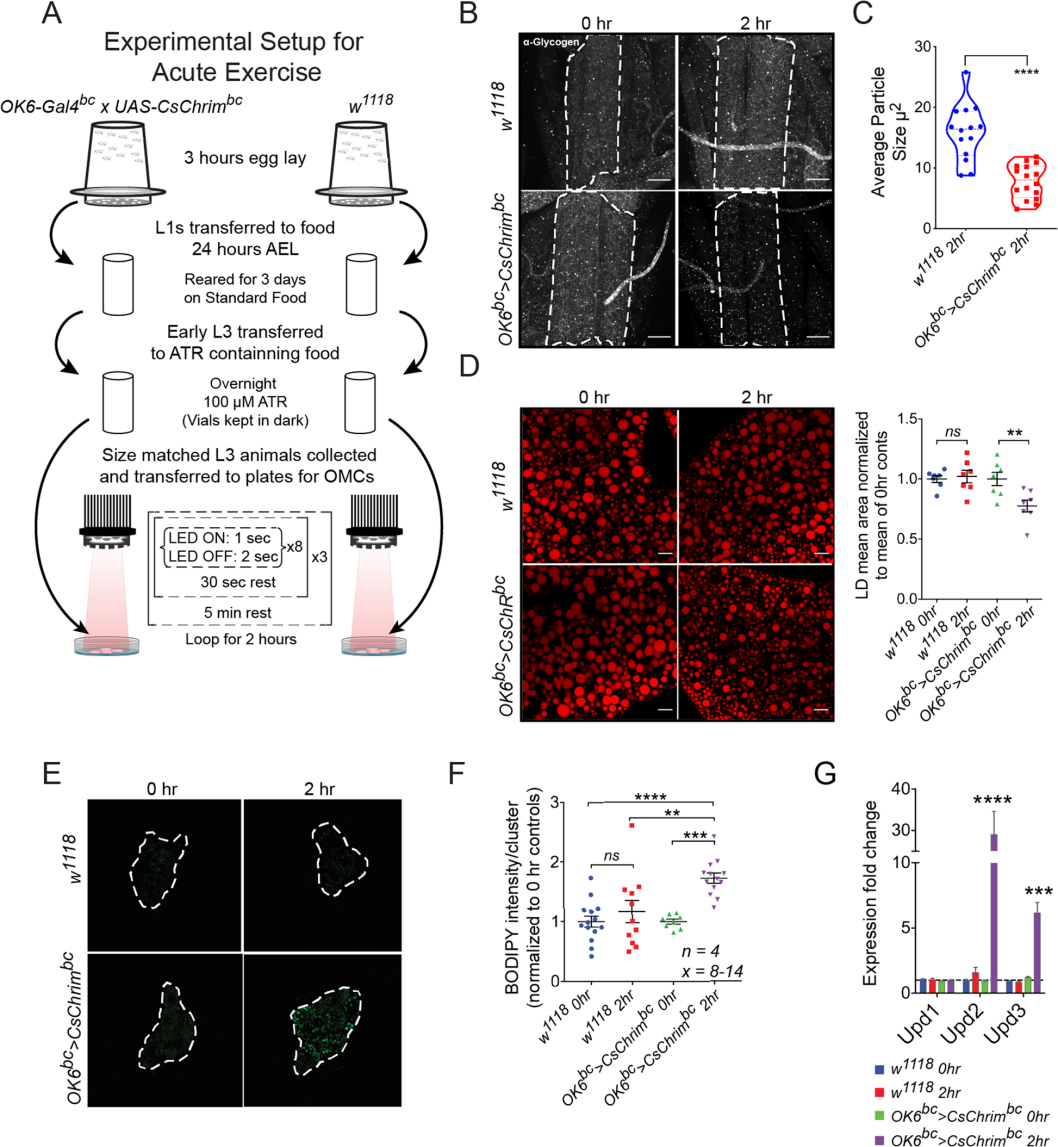
Modeling acute exercise using OMCs. **A** Schematic showing the experimental set up and frequency of OMCs used for modeling of acute exercise in *Drosophila* larvae. L1 and L3 correspond to first and third larval instar stages, respectively, and ATR is all-trans retinal. **B** Anti-Glycogen antibody staining of larval muscles before and after 2 hours of acute muscle exercise. Control animals do not show a strong change in the levels of glycogen during the 2 hours of light stimulation. Experimental animals, however, show strong reduction in glycogen staining levels, suggesting a depletion of muscle glycogen reserves. Scale bars = 50 μm. **C** Quantification showing average size of the glycogen particles identified using the anti-glycogen antibody. **** represents a *p*-value ≤0.0001 by Student’s t-test. **D** BODIPY staining of larval fat body cells showing the effect of acute exercise on lipid droplet size. While control animals do not show any change in response to 2 hours of light stimulation, experimental larvae show a significant reduction in the size of lipid droplets in their fat body. The mean area of the lipid droplets at 0 and 2 hours of light stimulation was quantified for both genotypes and is presented in the adjacent graph. *N* = 7 biological replicates and two-way ANOVA followed by post-hoc test was used for calculating significance. ** denotes *p* ≤ 0.01. Scale bars = 20 μm. **E** BODIPY staining of larval fat oenocytes showing the effect of acute exercise after 2 hours on lipid accumulation in the oenocytes. **F** Quantification of oenocyte BODIPY staining. Experimental animals show a significant increase in neutral lipid staining in response to 2 hours of light stimulation, but control animals do not. 8–14 oenocyte clusters from 4 independent animals (*N* = 4) were imaged for the analysis. *N* = 4, Two-way ANOVA followed by post-hoc test was used for calculating significance. **** denotes *p* ≤ 0.0001, *** denotes *p* ≤ 0.001, ** denotes *p* ≤ 0.01, and *ns* denotes 'not significant'. **G** Quantification of the mRNA expression levels of *Drosophila* IL6 orthologs, *upd1*, *upd2* and *upd3*, in the body wall muscles of control and experimental animals subjected to 2 hours of light stimulation. *upd2* and *upd3* expression increased significantly only in experimental animals after 2 hours of light stimulation. *upd2* showed ~ 30 fold increase in expression in response to acute exercise. *N* = 4 biological replicates

To determine the physiological impact of our acute exercise paradigm, we monitored muscle glycogen levels in control and exercise animals using the anti-glycogen antibody-based method of detecting glycogen reserves. Relative to control animals, we observed a strong and significant decrease in muscle glycogen levels in exercised animals (Fig. 2B-C). Interestingly, when we changed the exercise regimen to endurance-like training over a period of 72 hours (Fig. S2C), we observed that the muscles tend to accumulate glycogen levels, in contrast to those of acute exercised animals (Fig. S2D, E). This differential depletion or accumulation of glycogen levels is quite similar to that of muscle glycogen levels in humans depending on the exercise regimen [58, 59], suggesting that our larval OMC model is relevant in the context exercise physiology in humans.

The acute exercise regimen also led to a significant reduction in the size of lipid droplets in the larval adipose tissue, indicating lipid mobilization from the lipid stores (Fig. 2D). Interestingly, whole animal triacylglycerol (TAG) levels did not change in response to exercise, suggesting that the change in lipid droplet size reflects a switch to a lipid mobilization mode whereby large lipid droplets are broken into smaller ones, and not necessarily an overall lipid depletion. Another hallmark of lipid mobilization in *Drosophila* larvae is the accumulation of lipid droplets in the hepatocyte-like oenocytes [60]. Induction of lipid mobilization from the larval adipose tissue, either by starvation or adipose tissue specific over-expression of the *brummer* lipase, leads to immediate accumulation of lipid droplets in the oenocytes [60]. While the exact mechanism behind this shuttling of lipids is not well characterized, a number of recent studies indicate the pivotal role of the oenocytes in lipid partitioning and systemic regulation of lipid metabolism [61, 62]. Interestingly, larvae subjected to the acute exercise regimen also showed a significant increase in deposition of lipid droplets in the oenocytes, further demonstrating that lipid mobilization is induced in response to acute exercise (Fig. 2E-F). It is known that acute exercise may also lead to a metabolic flexibility where nutrient stores are repartitioned from storage sites such as the liver and adipose tissue to help fuel skeletal muscle activity [63]. These physiological changes are known to trigger changes in gene expression that are associated with acute exercise [7]. For instance, acute exercise is known to dramatically increase the expression of interleukin-6 (IL6) in the muscle, one of the very first exercise-induced myokines identified in vertebrates [64] and a known activator of JAK/STAT pathway [65]. There are three cytokines in *Drosophila*: *unpaired* (*upd*) *1*, *upd2* and *upd3*, which are known to activate the JAK/STAT pathway in *Drosophila* [66, 67]. Furthermore, *upd3* has been recently described as a cytokine with homology to interleukin-6 [68]. Hence, we tested if the expression levels of *upd* genes are regulated following acute exercise. We dissected the body wall muscle/cuticle complexes of control and exercised larvae and measured the levels of *upd1*, *upd2* and *upd3* using qRT-PCR and observed a dramatic increase in the expression levels of *upd2* in response to acute exercise (Fig. 2G). Expression of *upd3* also increased significantly but was not as pronounced as *upd2*, and the levels of *upd1* remained unchanged (Fig. 2G).

Taken together, these observations support the validity of the OMC model to mimic acute exercise-like phenotypes in *Drosophila* larvae.

### Transcriptional responses in the larval muscle in response to acute exercise

Exercise is known to induce robust transcriptional responses within skeletal muscles [7, 69] and proper assessment of such transcriptional changes may depend on the timing, duration, and gender after the exercise bouts [70–72]. To identify gene expression changes that respond immediately to an exercise bout, we chose to assess the transcriptional responses that happen in the body wall muscles in response to our larval acute exercise regimen. Note that in order to maintain consistency across all experiments performed in endurance and acute exercise regimens, we did not separate male and female larvae. While sexing larvae is easily doable for third instar larvae that were used for acute exercise, sexing first instar larvae used for endurance training is difficult. Thus, we performed RNA-seq on polyA-selected mRNA derived from dissected larval body wall muscles from mixed-gender control and exercised animals at the end of the 2 hours exercise regimen (Fig. 3A). 

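The white gene w was higher in exercised larvae, which carry transgenes, than in control larvae. It is mutant in the w1118 control strain, and many transgenes carry it as an eye color marker. In control larvae w was at 0.0579 ± 0.0208 CPM, the counts scaled to the library size (mean ± SD, n = 3 libraries each). In exercised larvae it was at 85.4 ± 39.2 CPM, a log2 fold change of 10.37 (standard error 0.74, adjusted p = 0.00102). msl-2, which sets up dosage compensation in males, fell by 1.69 on the log2 scale (standard error 0.30, adjusted p = 0.0115). roX1, a noncoding RNA of the dosage compensation complex, was at 160.3, 157 and 79.4 CPM in control replicates 1 to 3 and at 56.2, 4.03 and 4.74 CPM in exercised replicates 1 to 3, and did not pass the test (adjusted p = 0.203). Sxl, the switch gene of female development, rose by a log2 fold change of 0.70 (standard error 0.089, adjusted p = 0.00223). Of 7 measured genes that mark the sex, 2 were higher (Sxl and tra), 1 was lower and 4 did not pass (2 higher and 2 lower when adjusted over the list alone), and tra did not pass without 1 or more of control replicates 1 and 2 and exercised replicates 1 and 3 (adjusted p up to 0.130). The muscle actin gene Act57B was the most abundant transcript of every library, at 4.16 to 4.50% of the counts, with a log2 fold change of 0.047 (adjusted p = 0.703). Of 28 sarcomere genes, 3 were higher (Mp20, Argk1 and TpnC25D), none was lower and 25 did not pass (3 higher and 0 lower when adjusted over the list alone). Mp20, Argk1 and TpnC25D did not pass without 1 or more of control replicates 1 and 2 and exercised replicates 1, 2 and 3 (adjusted p up to 0.125). Gut and germ line transcripts were scarce. Mal-A1 was the 1 of 14 midgut markers with enough counts for the test (adjusted p = 0.624 from edgeR, 0.764 from DESeq2 and 0.407 from limma-voom). twe was the 1 of 12 testis and germ line markers (adjusted p = 0.826, 0.899 and 0.924 from the same tools).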

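The exercised larvae carried OK6-Gal4bc and UAS-CsChrimbc, which place a red-light-gated cation channel in the motor neurons. The control larvae were w1118 and received the same 2 h of light, so genotype and exercise differ together between the groups. Both transgenic lines had been backcrossed to the same w1118 line. The authors aligned the reads to release 6 of the genome with STAR and counted them per gene with featureCounts. The counts are raw, and total 20485254 to 23953341 per control library and 19625425 to 22063283 per exercised library. How reads that fit several genes were counted is not given in the sources used here, which bears on near-identical copies such as the Hsp70 genes. Of 17477 genes, 9127 passed the low-count filter of edgeR and were compared with its quasi-likelihood test after TMM normalization. CPM values are relative to the TMM-scaled library size, and p-values were adjusted by the Benjamini and Hochberg method. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so the calls rest on the spread that edgeR shares between genes. Leaving out exercised replicate 3 or control replicate 2 removes more calls than leaving out any other library, and genes near the threshold depend on them. The gene lists, the rule for the genes named and the alternative settings were fixed before the data were examined, but after Table 2 and Supplementary Tables 1 and 2 had been read. Those tables come from the same libraries, so the tests of lists are not independent of them. Lists were compared with all other genes by camera at a preset correlation of 0.01, and over-representation among genes changed at least 1.5-fold was tested against the 9127 tested genes with the hypergeometric distribution. In simulated data of this depth, 19.4% of genes changed 1.5-fold were recovered, 80.6% of genes changed 2-fold and 98.5% of genes changed 4-fold. Every simulated gene was given the same common spread, while real genes differ in spread, so these shares need not hold for them.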

Principal component analysis (PCA) of the transcriptome data shows the separation of the control samples from the samples of exercised animals (Fig. S3A). 

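Transcripts made by the fat body separated control replicate 3 from the other 2 control libraries. Lsp1beta, a larval storage protein gene, was at 267, 206 and 1902 CPM in control replicates 1 to 3 and at 2417, 2103 and 1759 CPM in exercised replicates 1 to 3. apolpp, which encodes the main lipoprotein of the hemolymph, was also highest in control replicate 3 of the control libraries, with 63.1, 73.4 and 462 CPM in control and 495, 484 and 359.7 CPM in exercised larvae. Lsp1beta (adjusted p = 0.384) and apolpp (adjusted p = 0.431) did not pass the edgeR test between the groups. On the 500 genes of highest variance, the first principal component held 70.3% of the variance and the second 11.7%. The control libraries lay at -31.82, -34.93 and -21.33 on the first component and the exercised libraries at 32.68, 25.68 and 29.72, where the sign is arbitrary. On the second component, control replicate 3 lay at -23.62, and the other 2 control libraries at 12.07 and 6.73. Across genes, which are not independent replicates, the log2 CPM of 2 libraries correlated at 0.976 to 0.986 within control, 0.976 to 0.985 within exercised and 0.935 to 0.954 between the groups.

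**Figure D1:**
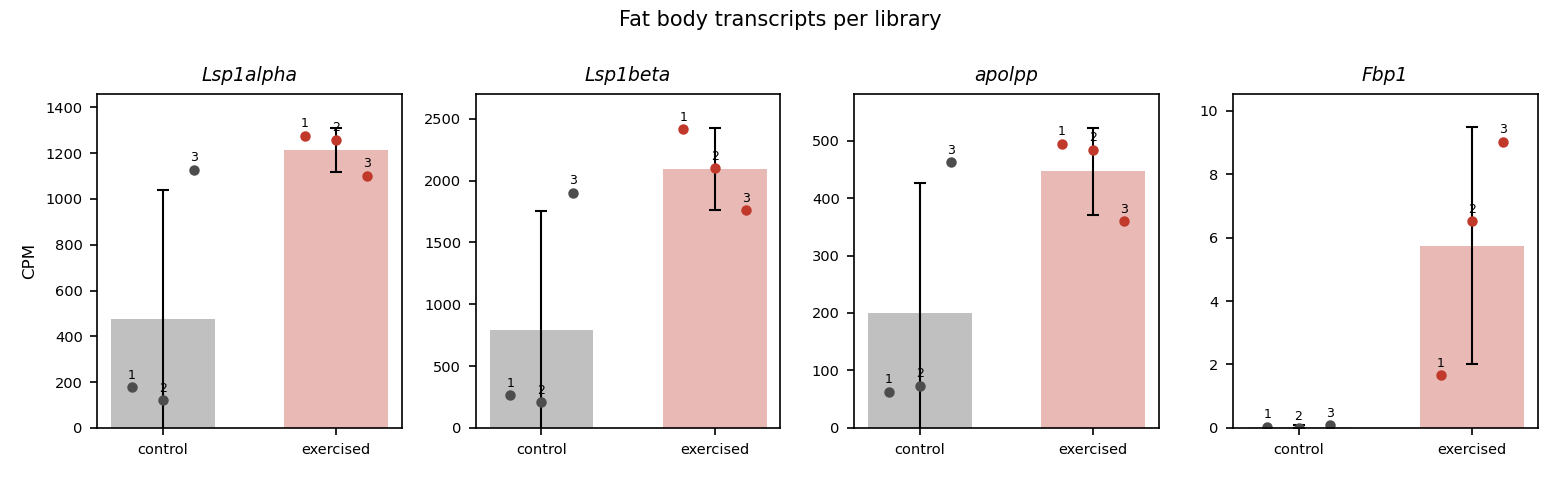
Expression of 4 fat body genes in CPM (vertical axis) in control and exercised libraries. Bars are means, error bars are SD (n = 3) and points are libraries, marked with their replicate number. Control replicate 3 lies with the exercised libraries for Lsp1beta and apolpp, and with the other control libraries for Fbp1.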

The analysis of the differentially expressing genes revealed a total of 2004 genes that changed significantly between the control and experimental samples with adjusted *P* value < 0.05. Of these, 1190 genes showed a change of 1.5 fold or more, with 672 genes showing an upregulation of 1.5 fold or more and 518 genes showing a downregulation of 1.5 fold or more (Supplementary Table 1, Fig. 3B). 

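Genes outside the heat shock family were among the largest rises of genes with a mean of at least 5 CPM. Since the groups differ in genotype too, an effect of exercise on these genes cannot be told apart from the genotype. Osi2, of the Osiris family of insect membrane proteins, rose from 0.373 ± 0.210 to 27.3 ± 2.96 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 6.14 (standard error 0.27, adjusted p = 2.53e-05). lectin-24A, which encodes a C-type lectin, rose by a log2 fold change of 5.51 (standard error 0.55, adjusted p = 0.00127). The uncharacterized gene CG14567 rose from 2.53 ± 0.622 to 103 ± 40.0 CPM (log2 fold change 5.34, standard error 0.41, adjusted p = 0.00110), and CG13560 from 3.20 ± 2.66 to 189 ± 85.8 CPM (log2 fold change 5.89, standard error 0.74, adjusted p = 0.00727). CG31029 had 2 counts over the control libraries and 872 over the exercised ones, a ratio of 479.8 after scaling (95% counting interval 132 to 3968). CG8745 rose by a log2 fold change of 5.25 (adjusted p = 0.0118), but with adjusted p up to 0.0631 without control replicate 1 or 2. Of the 9127 genes tested, 1714 passed with edgeR, 936 of them higher and 778 lower in exercised larvae. With upper-quartile factors in place of TMM, 773 were higher and 1003 lower. The number fell to 827 without exercised replicate 3 and to 1030 without control replicate 2.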

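Some genes had almost no expression in exercised larvae, where again an effect of exercise cannot be told apart from the genotype. Tektin-C, which encodes a filament protein of cilia and flagella, fell from 34.5 ± 2.39 to 0.216 ± 0.172 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of -7.32 (standard error 0.29, adjusted p = 2.28e-05). CG34268 fell by 6.02 on the log2 scale (standard error 0.50, adjusted p = 0.00100), CG11700 fell by 5.39 (standard error 0.22, adjusted p = 2.28e-05), CG14893 fell by 5.26 (standard error 0.26, adjusted p = 4.53e-05) and CG11619 fell by 4.46 (standard error 0.49, adjusted p = 0.00179). CG42402 and CG17111 fell by less, with log2 fold changes of -3.35 and -3.08 (adjusted p = 5.35e-05 and 5.35e-05), and CG32237 fell by 3.03 (adjusted p = 0.00931, and adjusted p up to 0.0531 without exercised replicate 1). Several called genes had next to no counts in 1 group, 21 of them with at most 3 counts over the control libraries and 10 with at most 3 over the exercised libraries. Among these, chosen after their values were seen, the homeobox gene Dbx had 334 counts over the control libraries and 3 over the exercised ones, and sordd2 had 0 and 436. At a change of at least 1.5-fold, 563 genes were upregulated and 495 downregulated, but 514 and 591 with upper-quartile factors. When the test itself was of a change beyond 1.5-fold (edgeR's glmTreat), 251 were higher and 128 lower, and without exercised replicate 3 the downregulated genes numbered 305.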

A heatmap representing these 1190 significantly changing genes show some variability in their expression within the control and experimental replicates (Fig. 3B), which may have led to the identification of a lower number of significantly up or downregulated genes than expected. Nevertheless, we did see a significant increase in the expression of both *upd2* and *upd3* as expected from the qRT-PCR results (Fig. 2G). 

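The antimicrobial peptide gene AttB varied between the replicates of a group. It was at 7.95, 0.554 and 13.9 CPM in control replicates 1 to 3 and at 3.82, 1.71 and 5.53 CPM in exercised replicates 1 to 3, so that the groups differed by less than the replicates (adjusted p = 0.566). BomS3, a short immune-induced peptide gene, was at 2.36 ± 2.73 and 10.6 ± 2.54 CPM (mean ± SD, n = 3), and its log2 fold change of 2.17 did not pass the edgeR test (adjusted p = 0.149). Of 11 antimicrobial peptide and Bomanin genes with enough counts, 1 was higher, none was lower and 10 did not pass (1 higher and 0 lower when adjusted over the list alone). The higher one, Listericin, had a log2 fold change of 1.33 (standard error 0.31, adjusted p = 0.0309), but adjusted p up to 0.103 without control replicate 2 or exercised replicate 1, 2 or 3. The cytochrome P450 gene Cyp304a1 was at 26.9, 38.9 and 7.58 CPM in control and 2.58, 0.982 and 1.21 CPM in exercised replicates 1 to 3. It fell by 3.93 on the log2 scale (adjusted p = 0.0268, and adjusted p up to 0.117 without control replicate 1 or 2 or exercised replicate 1, 2 or 3). CG8087 fell by 3.09 (adjusted p = 0.0394, and adjusted p up to 0.149 without control replicate 1 or 3 or exercised replicate 1, 2 or 3). Over all genes tested, the biological coefficient of variation between replicates was 0.181. The CPM ranges of control and exercised larvae did not overlap for 3581 genes, 39.2% of those tested, where chance gives 10% for 3 libraries against 3.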

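upd2 (FBgn0030904), on chromosome X from 18240654 to 18243284 of release 6, was scarcely expressed in control larvae and higher in exercised larvae. It was at 0.123, 0.0461 and 0.548 CPM in control replicates 1 to 3 and at 6.84, 2.12 and 2.56 CPM in exercised replicates 1 to 3, a log2 fold change of 3.99 (standard error 0.81, adjusted p = 0.0179 from edgeR). The gene had 16 counts over the 3 control libraries and 239 over the 3 exercised ones, and the adjusted p was 0.0751 without control replicate 1 and 0.0527 without control replicate 2. upd3 (FBgn0053542), on chromosome X from 18277233 to 18284596, was at 1.07 ± 0.324 and 2.51 ± 1.05 CPM (mean ± SD, n = 3 each), and its log2 fold change of 1.23 did not pass the edgeR test (standard error 0.38, adjusted p = 0.0606). DESeq2 gave upd3 an adjusted p = 0.0328, edgeR without the low-count filter 0.0412 and edgeR without exercised replicate 2 0.0494. upd1 (FBgn0004956), on chromosome X from 18305354 to 18309291, was at 2.03 ± 0.837 and 1.88 ± 0.0295 CPM and did not pass (log2 fold change -0.11, adjusted p = 0.858). Stat92E, the transcription factor of the pathway, had an adjusted p of 0.924. Of 19 measured JAK/STAT genes, 3 were higher, 2 were lower and 14 did not pass (4 higher and 3 lower when adjusted over the list alone). Besides upd2, the higher genes were CycD (log2 fold change 0.59, adjusted p = 0.0165) and ken (0.40, adjusted p = 0.0180). The lower ones were chinmo (log2 fold change -0.39, adjusted p = 0.0137) and zfh1, which was named after its value was seen (-0.60, adjusted p = 0.0420). CycD, ken, chinmo and zfh1 did not pass without 1 or more of control replicates 1, 2 and 3 and exercised replicates 1 and 3 (adjusted p up to 0.130).

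**Figure D2:**
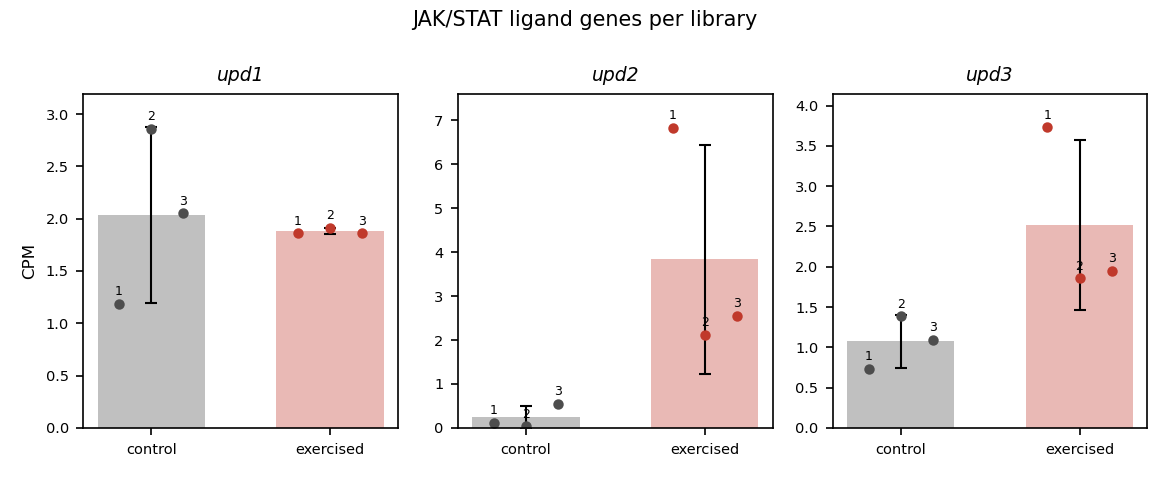
Expression of upd1, upd2 and upd3 in CPM (vertical axis) in control and exercised libraries. Bars are means, error bars are SD (n = 3) and points are libraries, marked with their replicate number. For upd2, the 3 exercised libraries lie above the 3 control libraries.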

To obtain a systems-wide understanding of the biological processes affected by our acute exercise models, we performed a Gene Ontology (GO) enrichment analysis of the genes that showed a statistically significant fold-change of 1.5 or more in expression (Fig. 3C). Additionally, we looked at the relationship between the top enriched GO categories and found that these categories primarily mapped to processes such as regulation of growth and cellular component size, response to stimuli or signaling pathways, and response to starvation (Fig. 3D). Additionally, we identified some significantly enriched GO categories that have physiological relevance to exercise. These categories include processes such as response to wound healing, response to oxidative stress, response to glutathione synthesis, and cellular response to unfolded protein (Fig. S3B). 

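Genes that respond within minutes to hours to stimulation rose together in exercised larvae. Arc1, an activity-regulated gene, rose from 434 ± 102 to 1492 ± 229.9 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 1.78 (standard error 0.20, adjusted p = 0.00225). The transcription factor genes hry (log2 fold change 1.32, standard error 0.14, adjusted p = 0.00114) and CrebB (log2 fold change 0.83, standard error 0.091, adjusted p = 0.00110) were higher as well. Of 16 immediate early and activity-regulated genes, 13 were higher, none was lower and 3 did not pass (15 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.14e-09, and adjusted p = 0.189 with an estimated correlation). Of these genes, 68.8% changed at least 1.5-fold, against 11.6% of all tested genes (hypergeometric test, adjusted p = 2.93e-06). Several genes of the starvation response were lower. foxo, the transcription factor that turns on many of them, fell by 0.66 on the log2 scale (standard error 0.092, adjusted p = 0.00309), and Pdcd4 fell by 1.59 (standard error 0.23, adjusted p = 0.00603). REPTOR-BP, which acts when TORC1 is low, fell by 0.97 (standard error 0.18, adjusted p = 0.0108). Of 17 starvation and FoxO target genes, none was higher, 6 were lower and 11 did not pass (2 higher and 9 lower when adjusted over the list alone; camera adjusted p = 0.0258, and adjusted p = 0.609 with an estimated correlation; camera adjusted p up to 0.0907 without control replicate 1 or 2). Of the same genes, 35.3% were downregulated at least 1.5-fold, against 5.42% of all tested genes (adjusted p = 0.00494, and adjusted p up to 0.0806 without exercised replicate 1). Glyp, the glycogen phosphorylase gene on this list, did not pass (log2 fold change 0.17, adjusted p = 0.160).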

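Several genes of the wound response were upregulated. NijA, which encodes a cell surface protein induced by tissue damage, rose from 23.8 ± 3.92 to 101 ± 17.4 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 2.08 (standard error 0.17, adjusted p = 0.000421). scaf, a secreted serine protease homolog, reached 1970 ± 142 CPM (log2 fold change 1.48, standard error 0.14, adjusted p = 0.000621), and the transcription factor gene Ets21C rose by 2.50 (standard error 0.36, adjusted p = 0.00506). Of 20 wound response and clotting genes, 10 were higher, none was lower and 10 did not pass (10 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.15e-05, and adjusted p = 0.457 with an estimated correlation). Of these genes, 35.0% rose at least 1.5-fold, against 6.17% of all tested genes (hypergeometric test, adjusted p = 0.00113). Some members, such as puc, Jra, kay and scaf, are also on the JNK list, and Jra, kay and Ets21C on the immediate early list. The results of these lists are thus not separate. In the list of antioxidant enzymes and the CncC/Keap1 response, Trxr1 rose by a log2 fold change of 0.61 (standard error 0.11, adjusted p = 0.00830) and the selective autophagy receptor gene ref(2)P by 0.46 (standard error 0.078, adjusted p = 0.00684), while Irc fell by 1.03 (standard error 0.20, adjusted p = 0.0117). Of its 17 genes, 3 were higher, 1 was lower and 13 did not pass (3 higher and 1 lower when adjusted over the list alone), and the abundant catalase gene Cat was among the last (adjusted p = 0.661). The third higher one was Prx3 (log2 fold change 0.58, adjusted p = 0.0117), and Prx3 did not pass without control replicate 2 (adjusted p up to 0.0503). The antioxidant list was not over-represented among genes changed at least 1.5-fold (11.8% against 11.6% of all tested genes, hypergeometric test, adjusted p = 0.856). In the unfolded protein response of the endoplasmic reticulum, the kinase gene PEK (log2 fold change 0.87, standard error 0.080, adjusted p = 0.000598), PPP1R15 (log2 fold change 0.92, standard error 0.094, adjusted p = 0.000925) and the chaperone gene Hsc70-3 (log2 fold change 0.82, adjusted p = 0.00679) were higher, and crc (log2 fold change -0.45, standard error 0.065, adjusted p = 0.00365) and Edem1 (log2 fold change -0.44, adjusted p = 0.00668) were lower. The other 16 of 21 genes did not pass (6 higher and 3 lower when adjusted over the list alone). This list was not over-represented among genes changed at least 1.5-fold (14.3% against 11.6%, hypergeometric test, adjusted p = 0.803).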

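Genes of the larval airways moved in both directions. vvl, a transcription factor gene of the tracheal cells, fell from 139 ± 7.39 to 65.1 ± 4.44 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of -1.10 (standard error 0.084, adjusted p = 0.000287). Mmp2, a matrix metalloproteinase gene that acts in tracheal remodeling, fell by 1.98 on the log2 scale (standard error 0.30, adjusted p = 0.00706). shn rose by a log2 fold change of 0.52 (standard error 0.083, adjusted p = 0.00534). Of 25 tracheal system development genes, 9 were higher, 8 were lower and 8 did not pass (12 higher and 9 lower when adjusted over the list alone). With upper-quartile factors, 8 were higher and 9 lower. The list was not over-represented among genes changed at least 1.5-fold (8% against 11.6% of all tested genes, hypergeometric test, adjusted p = 0.987). Of 8 genes that mark the trachea, 3 were higher, 1 was lower and 4 did not pass (4 higher and 1 lower when adjusted over the list alone). The higher ones were the chitin deacetylase gene serp (log2 fold change 0.57, adjusted p = 0.0139), pio (0.35, adjusted p = 0.0165) and Cht2 (0.42, adjusted p = 0.0189), and the lower one was vvl. serp, pio and Cht2 did not pass without 1 or more of control replicate 2 and exercised replicate 3 (adjusted p up to 0.0923). verm, another chitin deacetylase gene, was the most abundant of these markers and did not pass (log2 fold change 0.36, adjusted p = 0.0673). The receptor gene btl was not analysed here under a current identifier.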

Interestingly, we also identified ‘open tracheal system development’ as one of the categories enriched in our dataset (Fig. S3B). The tracheal system in flies is analogous to the respiratory tract or lungs that includes trachea in vertebrates [73, 74]. It has been shown how various intensities of swimming exercise contribute to lung development and tracheal reactivity in humans and rodents, respectively [75, 76]. Thus, genes identified in this category may provide insights into the mechanisms of how trachea and the respiratory tract in general are affected by various exercise modalities in humans.

**Fig. 3:**
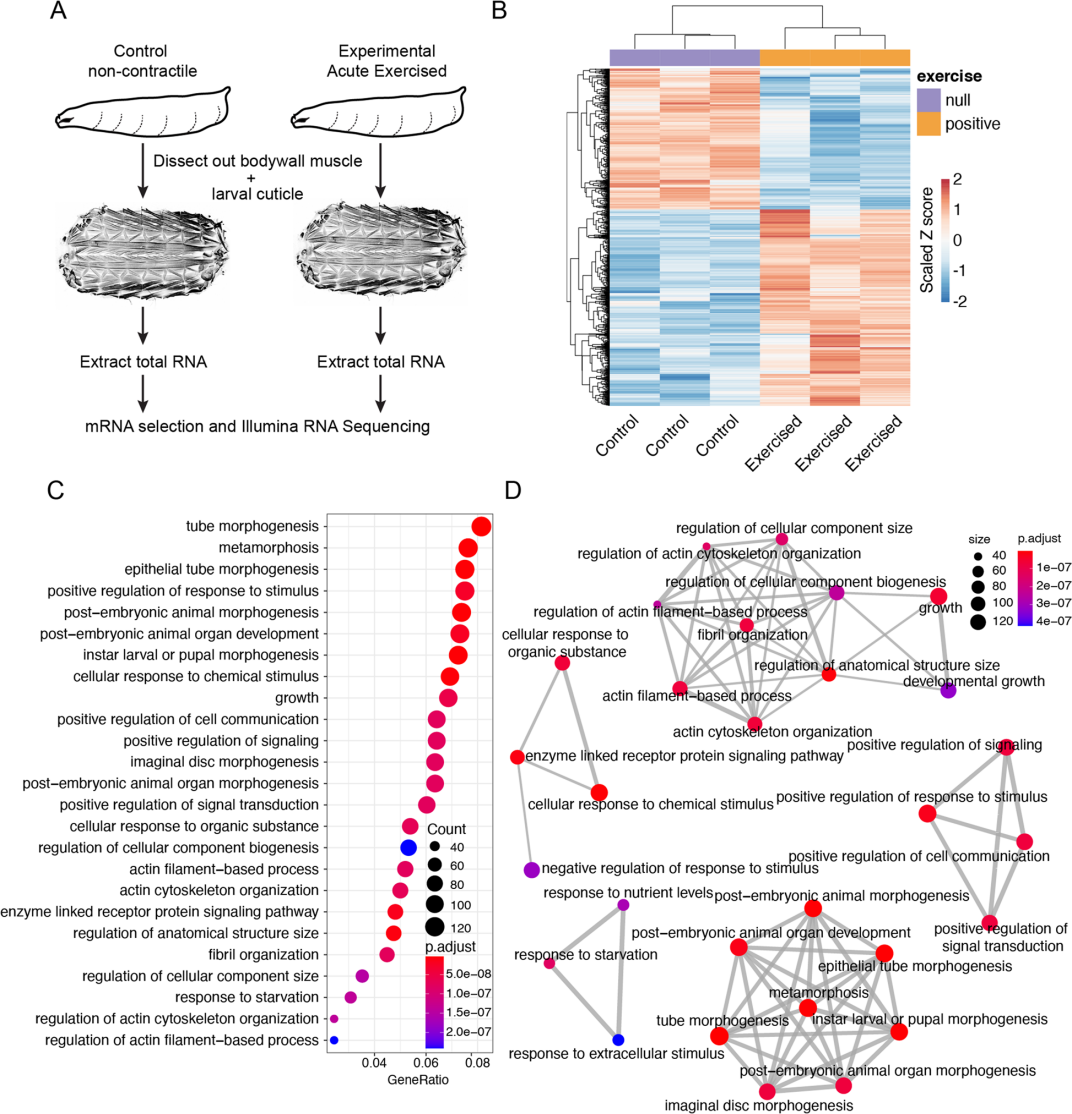
Analysis of all genes for which expression changed in response to acute activity. **A** Schematic of the experimental setup for RNA-Sequencing (RNA-seq)-based assessment of transcriptional changes caused by acute exercise using the OMC model. RNA-seq was performed on three independent biological replicates (*N* = 3) per condition (control and exercised). **B** Heatmap showing all 1190 genes that show a significant change (adjusted p-value ≤0.05) of 1.5 fold or more compared to control samples. *N* = 3 biological replicates per condition. The *p*-values are adjusted (padj) for multiple testing using Benjamini and Hochberg method. **C** Dot plot showing the top 25 most significantly enriched GO terms. The color represents the adjusted p-values of the enrichment analysis relative to the other displayed terms (brighter red is more significant) and the size of the terms represent the number of genes that consist the term. **D** An enrichment GO plot showing the relationship between the top 25 most significantly enriched GO terms based on adjusted p-value. Similar terms are grouped together. The color represents the adjusted p-values of the enrichment analysis relative to the other displayed terms (brighter red is more significant) and the size of the terms represent the number of genes that consist the term

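Some growth genes of the Hippo pathway changed in exercised larvae, in both directions. ex, which encodes an upstream regulator of the pathway, rose from 18.7 ± 2.25 to 84.6 ± 16.1 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 2.17 (standard error 0.16, adjusted p = 0.000252). wts, the growth-restricting kinase gene, fell by 0.55 on the log2 scale (standard error 0.089, adjusted p = 0.00545). Of 20 Hippo pathway genes, 4 were higher, 3 were lower and 13 did not pass (5 higher and 3 lower when adjusted over the list alone). The list did not pass camera (adjusted p = 0.593). It was not over-represented among genes changed at least 1.5-fold (10% against 11.6% of all tested genes, hypergeometric test, adjusted p = 0.934). The other higher genes were dco, Pez and sd (adjusted p = 0.0103, 0.0257 and 0.0472), and the other lower ones kibra and crb (adjusted p = 0.0248 and 0.0172), where Pez and sd were named after their values were seen. Myc, a transcription factor gene of cell growth, rose by a log2 fold change of 1.07 (standard error 0.11, adjusted p = 0.00100). Of 26 translation initiation and ribosome biogenesis genes, 3 were higher, 3 were lower and 20 did not pass (3 higher and 3 lower when adjusted over the list alone). Besides Myc, eIF6 and eIF5 were higher (adjusted p = 0.0480 and 0.0150), and eIF4E3, eIF1 and Non1 were lower (adjusted p = 0.0249 for eIF1 and 0.0233 for Non1), where eIF6 and eIF1 were named after their values were seen. eIF4E3 fell by 1.59 (standard error 0.21, adjusted p = 0.00258), and the abundant eIF4A was at 1534 ± 68.4 CPM in control and 1531 ± 53.1 CPM in exercised larvae (adjusted p = 0.981). dco, kibra, crb, Pez, sd, eIF6, eIF5, eIF1 and Non1 did not pass without 1 or more of the 6 libraries (adjusted p up to 0.140).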

As noted above, our exercise regime induced changes in expression of genes that are involved in signaling pathways, growth, and cellular compartment size (Fig. 3C-D, S3C). These genes most likely represent early responses that lead to physiological changes such as increase in muscle mass, mitochondrial density, and vascularization. Relatedly, the genes that comprise the GO terms related to growth, cell signaling, and tracheal system development might play roles in manifesting these exercise-induced changes. 

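Regulators of the actin cytoskeleton, which shape cells during morphogenesis, were mostly upregulated. Abp1, an actin-binding protein gene, rose from 19.4 ± 0.368 to 48.6 ± 2.94 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 1.32 (standard error 0.081, adjusted p = 0.000113). WASp, an activator of the Arp2/3 complex, rose by 1.11 (standard error 0.12, adjusted p = 0.00110), and the profilin gene chic, which is far more abundant, from 646 ± 36.2 to 1023 ± 36.4 CPM (log2 fold change 0.66, standard error 0.074, adjusted p = 0.00123). The formin gene DAAM fell by 0.90 on the log2 scale (standard error 0.095, adjusted p = 0.00100). Of 36 actin cytoskeleton regulators, 22 were higher, 1 was lower and 13 did not pass (24 higher and 1 lower when adjusted over the list alone; camera adjusted p = 1.73e-08, and adjusted p = 0.416 with an estimated correlation). The rises were small, since 8 of the genes, or 22.2%, were at least 1.5-fold higher, against 6.17% of all tested genes (hypergeometric test, adjusted p = 0.00786, and adjusted p up to 0.0944 without exercised replicate 3). cher, the most abundant gene on the list, was at 1940 ± 105 and 2094 ± 148 CPM and did not pass (adjusted p = 0.381).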

Interestingly, multiple GO terms related to ‘morphogenesis’ were also over-represented in our dataset (Fig. 3C-D). Some of the upregulated genes in this category include *vg* and *Mrtf* (Table S2), the human orthologs of which (*VGLL2* and *MRTF*, respectively) directly relate to exercise in humans [7, 77]. 

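Mrtf, which encodes a coactivator of serum response factor, was upregulated in exercised larvae. It rose from 62.9 ± 3.89 to 99.2 ± 0.615 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 0.66 (standard error 0.075, adjusted p = 0.00136 from edgeR). vg, a coactivator gene of wing and muscle identity, was at 5.84 ± 1.33 and 9.24 ± 1.91 CPM, and its log2 fold change of 0.66 did not pass the edgeR test (standard error 0.21, adjusted p = 0.0673). DESeq2 gave vg an adjusted p = 0.0427. Among the other genes of Supplementary Table 2, the ubiquitin gene Ubi-p63E rose by a log2 fold change of 1.47 (standard error 0.12, adjusted p = 0.000383) and the unconventional myosin gene Myo61F by 1.32 (standard error 0.097, adjusted p = 0.000238). Mnn1, which encodes the fly menin, is also in that table and fell by 1.28 on the log2 scale (standard error 0.13, adjusted p = 0.00100). Of 54 of its genes that could be tested, 34 were higher, 11 were lower and 9 did not pass (41 higher and 12 lower when adjusted over the list alone; camera adjusted p = 3.80e-08, and adjusted p = 0.189 with an estimated correlation). The study chose these genes on the same libraries, so the counts are not independent evidence.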

In holometabolous insects, critical weight is a developmental checkpoint associated with the third instar larvae and determines whether the animal has enough energy reserves to survive metamorphosis [78, 79]. We used mid third instar larvae for the acute exercise experiments. These animals had already cleared the critical weight checkpoint. When starved or stressed, animals that have crossed the checkpoint hasten entry into metamorphosis [79, 80]. Since our animals were exercised in petri dishes that only contained a small volume of 2% sucrose, the animals may have been starved and thus initiated entry into metamorphosis. 

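Some genes of hormone metabolism that time metamorphosis changed in exercised larvae. Jhe, which encodes the esterase that breaks down juvenile hormone, rose from 0.654 ± 0.140 to 6.71 ± 1.96 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 3.36 (standard error 0.31, adjusted p = 0.000598). Jheh3, a juvenile hormone epoxide hydrolase gene, fell by 1.37 on the log2 scale (standard error 0.12, adjusted p = 0.000562), and Met, the hormone's receptor gene, rose by 1.07 (standard error 0.091, adjusted p = 0.000473). The ecdysone-induced gene Eip63F-1 fell by 0.84 (standard error 0.12, adjusted p = 0.00346). Of 29 ecdysone response and metamorphosis genes, 6 were higher, 5 were lower and 18 did not pass (7 higher and 5 lower when adjusted over the list alone). The largest rise of the list was that of Fbp1, which is also a fat body marker (log2 fold change 6.85, adjusted p = 0.00608 from edgeR). Fbp1 had only 3 counts over the control libraries. The list did not pass camera (adjusted p = 0.933). It was not over-represented among genes changed at least 1.5-fold (27.6% against 11.6% of all tested genes, hypergeometric test, adjusted p = 0.0721). The other lower ones, named after their values were seen, were Eip74EF, Cyp18a1 and Jheh2 (adjusted p = 0.0145, 0.0131 and 0.00594). Eip74EF and Cyp18a1 did not pass without exercised replicate 3 (adjusted p up to 0.0624). EcR, the ecdysone receptor gene, was at 77.9 ± 12.7 and 69.6 ± 5.76 CPM and did not pass (adjusted p = 0.433). Of 15 nuclear hormone receptor genes, 1 was higher, Hr78 (log2 fold change 0.49, standard error 0.076, adjusted p = 0.00495), none was lower and 14 did not pass (1 higher and 0 lower when adjusted over the list alone). Some autophagy genes, which the larval tissues use when starved and at metamorphosis, were lower. Atg6 fell by 0.60 (standard error 0.10, adjusted p = 0.00722) and Atg9 fell by 0.59 (standard error 0.12, adjusted p = 0.0133). Of 24 autophagy genes, 1 was higher, 8 were lower and 15 did not pass (2 higher and 10 lower when adjusted over the list alone; camera adjusted p = 0.0258, and adjusted p = 0.912 with an estimated correlation; camera adjusted p up to 0.0941 without control replicate 1 or exercised replicate 1). The higher one was ref(2)P. The list was not over-represented among genes at least 1.5-fold lower (12.5% against 5.42% of all tested genes; hypergeometric test, adjusted p = 1). Of the lower genes, Atg16, Atg101, Atg17, Sesn, Epg5 and Atg18a did not pass without 1 or more of the 6 libraries (adjusted p up to 0.145), and all of these but Epg5 were named after their values were seen.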

Although both our control and experimental animals were kept under identical conditions, the additional stress of being contracted could have triggered a stronger starvation response in these animals. Further reducing the duration of the acute exercise paradigm and/or using pre-critical weight larvae might mitigate these changes in metamorphosis genes.

### Analysis of genes that are upregulated by the acute exercise regimen

To determine whether specific biological processes were activated or suppressed in response to exercise, we further separately analyzed genes that were either up- or down-regulated in response to the acute exercise paradigm. Interestingly, GO term enrichment analysis of the 518 downregulated genes yielded very few significantly enriched GO term categories. For example, enrichment analysis of downregulated genes using the widely used GO profiler algorithm identified only 3 broad categories: ion binding; membrane-related genes, and metabolic genes. Similarly, analysis of these genes using another GO term enrichment algorithm, clusterProfiler [81], yielded a single enriched category: drug catabolic process. In contrast, analysis of the up-regulated genes revealed a number of significantly enriched terms. 

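LpR1 and whd, which act in lipid uptake and fatty acid oxidation, were downregulated. LpR1, a lipoprotein receptor gene, fell from 79.5 ± 20.9 to 17.8 ± 2.09 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of -2.16 (standard error 0.21, adjusted p = 0.00127). whd, the carnitine palmitoyltransferase gene that brings fatty acids into mitochondria, fell by 1.53 on the log2 scale (standard error 0.24, adjusted p = 0.00857). Lsd-1, which encodes the lipid droplet coat protein perilipin 1, rose by 1.93 (standard error 0.31, adjusted p = 0.00684). Of 23 lipid mobilisation and fatty acid oxidation genes, 2 were higher, 6 were lower and 15 did not pass (3 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.168, and adjusted p = 0.912 with an estimated correlation). The list was not over-represented among genes at least 1.5-fold lower (17.4% against 5.42% of all tested genes; hypergeometric test, adjusted p = 0.450). The other higher one was AkhR, the receptor gene of adipokinetic hormone, which was named after its value was seen (log2 fold change 2.36, adjusted p = 0.0180). Among amino acid metabolism genes, hgo fell from 146 ± 38.2 to 70.7 ± 4.52 CPM (log2 fold change -1.05, standard error 0.18, adjusted p = 0.00754). The phenylalanine hydroxylase gene Hn fell by 1.18 (adjusted p = 0.0200, and adjusted p up to 0.0825 without exercised replicate 3). Of 25 amino acid metabolism genes, none was higher, 4 were lower (hgo, Hn, Sam-S and Faa) and 21 did not pass (0 higher and 4 lower when adjusted over the list alone). AkhR, Sam-S and Faa did not pass without 1 or more of the 6 libraries (adjusted p up to 0.142). Against control replicate 3 alone, which had the most fat body transcripts of the control libraries, LpR1 was again lower (log2 fold change -2.31). The rises of the lipid list lost their calls there, but so did many in lists without fat body genes. That comparison had fewer libraries and was chosen after the values were seen.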

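Cytochrome P450 genes, whose enzymes oxidize drugs and other foreign compounds, were common among the downregulated genes. Cyp4e3 fell from 123 ± 41.4 to 6.04 ± 1.75 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of -4.35 (standard error 0.38, adjusted p = 0.00158). Cyp6a2, a gene of insecticide metabolism, fell by 3.36 on the log2 scale (standard error 0.15, adjusted p = 2.53e-05). Other members rose. Cyp4e1 rose by 1.93 (standard error 0.23, adjusted p = 0.00152), Cyp4d20 by 1.70 (standard error 0.16, adjusted p = 0.000735) and Cyp4p3 by 1.32 (standard error 0.12, adjusted p = 0.000544). Of 33 cytochrome P450 genes, 6 were higher, 11 were lower and 16 did not pass (11 higher and 12 lower when adjusted over the list alone; camera adjusted p = 0.813, and adjusted p = 0.985 with an estimated correlation). Among them, 10, or 30.3%, were at least 1.5-fold lower, against 5.42% of all tested genes (hypergeometric test, adjusted p = 0.000324, and adjusted p up to 0.445 without exercised replicate 3). The list was written after the study's results for these libraries had been read, so this share is not independent evidence. Cyp4g1, the most abundant gene on the list, was at 1342 ± 113 and 1343 ± 72.5 CPM and did not pass (adjusted p = 0.992).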

The top 25 highly enriched GO terms show a significant over-representation of genes involved in wound healing, immune response, glutathione metabolic process, and protein folding (Fig. 4A). 

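Several glutathione genes rose in exercised larvae. The glutathione S-transferase genes GstE3 and GstD5 rose by log2 fold changes of 3.62 (standard error 0.15, adjusted p = 2.50e-05) and 3.57 (standard error 0.16, adjusted p = 2.53e-05). Both subunits of the enzyme that starts glutathione synthesis were higher, Gclm from 9.28 ± 1.29 to 53.8 ± 3.29 CPM (mean ± SD, n = 3 libraries each, log2 fold change 2.54, standard error 0.12, adjusted p = 3.34e-05) and Gclc from 35.2 ± 3.82 to 163 ± 20.0 CPM (log2 fold change 2.21, standard error 0.12, adjusted p = 7.58e-05). GstD1, the most abundant gene of the family, rose by 0.72 (standard error 0.12, adjusted p = 0.00748). Of 36 glutathione S-transferase and glutathione synthesis genes, 13 were higher, 3 were lower and 20 did not pass (16 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.00494, and adjusted p = 0.829 with an estimated correlation; camera adjusted p up to 0.0787 without exercised replicate 2). The lower ones, named after their values were seen, were GstT4, GstE2 and GstS1 (adjusted p = 0.0154, 0.0307 and 0.0158). Of these genes, 30.6% were at least 1.5-fold higher, against 6.17% of all tested genes (hypergeometric test, adjusted p = 8.78e-05). Among folding factors that cells make without heat, Hsp110 rose by 1.08 (standard error 0.077, adjusted p = 0.000238), Droj2 by 0.90 (standard error 0.094, adjusted p = 0.00100) and Stip1 by 0.63 (standard error 0.12, adjusted p = 0.0103). Of 20 constitutive cytosolic chaperone genes, 9 were higher, 1 was lower and 10 did not pass (15 higher and 1 lower when adjusted over the list alone; camera adjusted p = 1.99e-05, and adjusted p = 0.734 with an estimated correlation), and 5 of them rose at least 1.5-fold, namely Hsp110, Droj2, Stip1, unc-45 and l(2)efl (adjusted p = 0.0308, and adjusted p up to 0.225 without control replicate 2 or exercised replicate 1 or 3). The lower one was Hsc70-1 (adjusted p = 0.0420), and it and l(2)efl were named after their values were seen. GstT4, GstE2, GstS1, unc-45, l(2)efl and Hsc70-1 did not pass without 1 or more of the 6 libraries (adjusted p up to 0.143). Hsc70-4, the most abundant, did not pass (log2 fold change 0.39, adjusted p = 0.0884). Of 75 tested genes drawn in Fig. 4C, which the study chose on these libraries, 66 were higher and 9 did not pass with edgeR, and 75 passed with DESeq2.

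**Figure D3:**
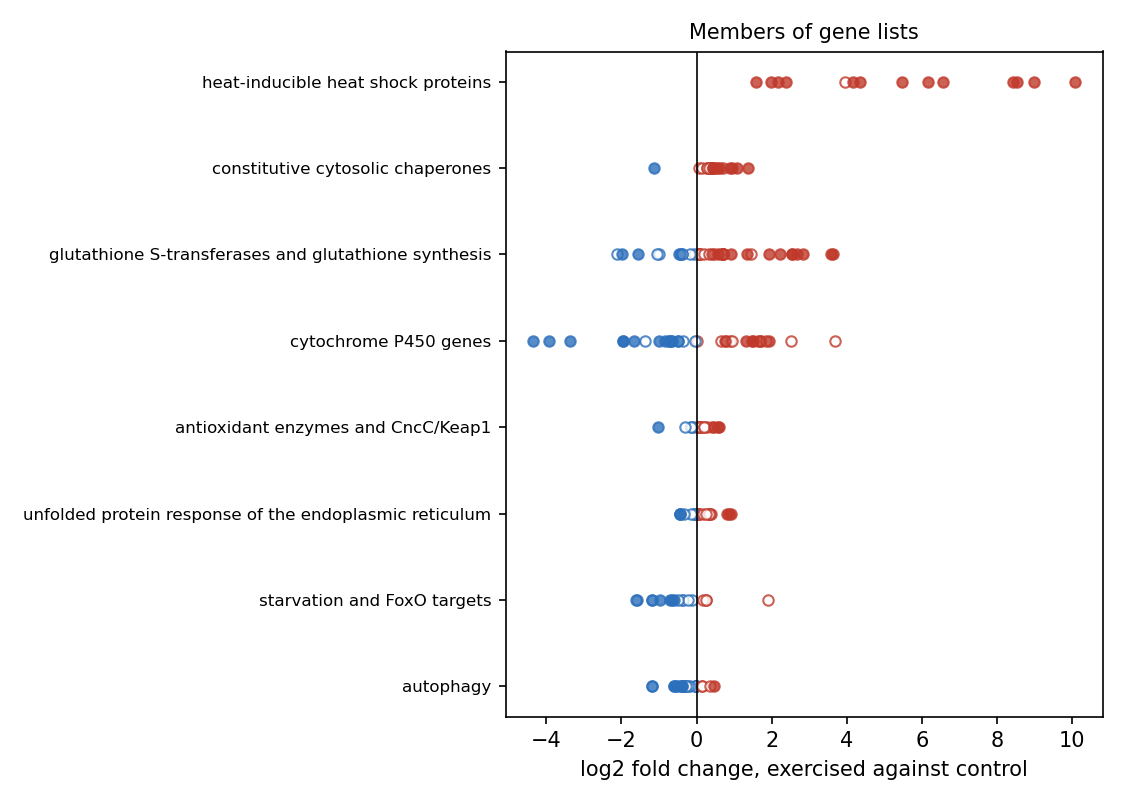
Log2 fold change (horizontal axis) of each measured member of 8 gene lists, exercised against control. Each point is a gene, filled when its adjusted p from edgeR is under 0.05, red when higher and blue when lower in exercised larvae. The members of the heat shock list lie to the right of 0, with 13 filled, and the glutathione list has 13 filled to the right and 3 to the left.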

Analysis of the relationships among the various enriched GO terms together with their gene interaction networks show that they cluster primarily around processes such as protein folding, amino acid and modified amino acid metabolic processes, and immune response processes (Fig. 4B, S4A). The top 10 enriched GO categories, including the genes that comprise these groups and the degree of upregulation of each of these genes, is shown in Fig. 4C. A similar depiction of genes that comprise an additional six categories that were hand selected for their potential involvement in exercise biology, is shown in Fig. S4B. These categories include innate immune response, negative regulation of immune response, muscle attachment, tube morphogenesis, response to hypoxia, and negative regulation of proteolysis. Some of these processes, such as enhanced wound healing, are known to benefit from regular exercise [82], and there is increasing evidence suggesting that repeated physical exercise improves immunosurveillance and immunocompetence [83]. Furthermore, one category (“response to hypoxia”) was enriched for several heat shock protein (Hsp) coding genes, which are known to peak after an initial exposure to heat generated as a consequence of exercise in higher vertebrates (see review [84]). 

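Several immune genes of the hemolymph rose in exercised larvae. Tep2, a complement-like gene, rose from 95.1 ± 14.9 to 474 ± 76.9 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 2.32 (standard error 0.16, adjusted p = 0.000238). Serpin genes, whose products inhibit proteases, were higher too, Spn47C by a log2 fold change of 1.73 (standard error 0.13, adjusted p = 0.000287) and Spn88Ea by 0.99 (standard error 0.085, adjusted p = 0.000473). Sp7, a protease of the melanization cascade, rose by 1.12 (standard error 0.11, adjusted p = 0.000925). Of 18 complement-like, serpin and prophenoloxidase genes, 10 were higher, none was lower and 8 did not pass (10 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.17e-05, and adjusted p = 0.189 with an estimated correlation). Of these genes, 55.6% were at least 1.5-fold higher, against 6.17% of all tested genes (hypergeometric test, adjusted p = 3.70e-07). Against control replicate 3 alone, which had the most fat body transcripts of the control libraries, 5 of the list were higher, Tep2 (log2 fold change 2.35), Sp7, Spn47C, Spn88Ea and Tep4 (a comparison with fewer libraries, which was chosen, and Tep4 named, after the values were seen). Of 12 hemocyte markers, 1 was higher, NimC1 (log2 fold change 2.79, standard error 0.28, adjusted p = 0.00114), 1 was lower, NimB4 (log2 fold change -0.79, adjusted p = 0.0378), and 10 did not pass (1 higher and 1 lower when adjusted over the list alone). Of 9 crystal cell and lamellocyte markers, 2 were higher, lz (log2 fold change 1.80, standard error 0.24, adjusted p = 0.00258) and PPO1 (log2 fold change 1.01, adjusted p = 0.0263), none was lower and 7 did not pass (2 higher and 0 lower when adjusted over the list alone). NimB4 and PPO1 did not pass without 1 or more of control replicates 2 and 3 and exercised replicates 1, 2 and 3 (adjusted p up to 0.117). In the muscle attachment list, sr, a transcription factor gene of the tendon cells, rose by 1.41 (standard error 0.086, adjusted p = 0.000113) and Fit2, which activates integrins, by 0.78 (standard error 0.098, adjusted p = 0.00207), while the integrin gene mew fell by 0.60 (standard error 0.098, adjusted p = 0.00585). Of 23 muscle attachment genes, 6 were higher, 1 was lower and 16 did not pass (11 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0228, and adjusted p = 0.829 with an estimated correlation; camera adjusted p up to 0.0823 without control replicate 1 or exercised replicate 2). The list was not over-represented among genes at least 1.5-fold higher (17.4% against 6.17% of all tested genes; hypergeometric test, adjusted p = 0.192).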

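Heat shock genes were strongly upregulated in exercised larvae. Hsp68 (FBgn0001230), on chromosome 3R from 24055080 to 24057310 of release 6, rose from 14.5 ± 1.54 to 1040 ± 55.4 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 6.16 (standard error 0.12, adjusted p = 3.81e-07). Hsp26 rose from 7.78 ± 0.296 to 342 ± 62.0 CPM (log2 fold change 5.46, standard error 0.16, adjusted p = 3.94e-06), the co-chaperone gene stv by 1.98 (standard error 0.11, adjusted p = 6.69e-05) and Hsp83 by 2.16 (standard error 0.29, adjusted p = 0.00552). The Hsp70 copies, which may share reads, were close to silent in control larvae. Hsp70Bc (FBgn0013279), on chromosome 3R from 12509076 to 12511461, had 2 counts over the control libraries and 1107 over the exercised ones, a ratio of 609 after scaling (95% counting interval 168 to 5036; adjusted p = 0.00102). Hsp70Ab had 1 count and 437 counts, a ratio of 481 (interval 85.9 to 19038). Of 14 heat-inducible heat shock genes, 13 were higher, none was lower and 1 did not pass (14 higher and 0 lower when adjusted over the list alone; camera adjusted p = 9.31e-14, and adjusted p = 0.416 with an estimated correlation). Of these genes, 92.9% were at least 1.5-fold higher, against 6.17% of all tested genes (hypergeometric test, adjusted p = 1.17e-13). Ldh, a target of the hypoxia-inducible factor, was at 1874 ± 88.6 and 1905 ± 115 CPM and did not pass (adjusted p = 0.868). chrb, another target, fell by 0.70 on the log2 scale (standard error 0.13, adjusted p = 0.00936), and tgo, which encodes the partner of the factor, fell by 0.37 (adjusted p = 0.0294, and adjusted p up to 0.102 without control replicate 1 or 2 or exercised replicate 1, 2 or 3). Of 17 hypoxia response genes, 2 were higher (Hsp68 and Hsp70Bc), 2 were lower and 13 did not pass (2 higher and 2 lower when adjusted over the list alone). The hypoxia list was not over-represented among genes at least 1.5-fold higher (11.8% against 6.17% of all tested genes, hypergeometric test, adjusted p = 0.694).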

Of note, the human ortholog of fly *Hsp70Bc* (*HSPA1A/Hsp72*), is known to be upregulated in response to acute exercise in many organs including skeletal muscle, suggesting that the induction of *Hsp* genes in response to acute exercise is highly conserved [85]. Moreover, analysis of the genes that are upregulated revealed several secreted protein coding genes that may represent putative ‘myokines’ (Table 2). 

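Lsp1gamma (FBgn0002564), a larval storage protein gene, rose the most among the secreted protein genes of Table 2. It lies on chromosome 3L from 66430 to 68995 of release 6 and rose from 2.18 ± 0.379 to 2051 ± 378 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 9.88 (standard error 0.23, adjusted p = 1.82e-06). mthl8, named after its values were seen, lies on the same chromosome arm from 22428 to 26308. It had 2 counts over the control libraries and 345 over the exercised ones. Genotype and exercise differ together, so a strain difference at this end of 3L cannot be told apart from a response of Lsp1gamma to exercise. CG3348 rose by a log2 fold change of 4.99 (standard error 0.32, adjusted p = 0.000451), and the odorant-binding protein gene Obp56d by 1.40 (standard error 0.12, adjusted p = 0.000544). TwdlY, a cuticle protein gene with 5 counts over the control libraries, rose by 5.98 (standard error 0.57, adjusted p = 0.000766) and CG8100 by 4.28 (standard error 0.45, adjusted p = 0.00100). Table 2 also holds genes with small changes, such as obst-E, with 1582 ± 71.8 CPM in control larvae and a log2 fold change of 0.33 (adjusted p = 0.0159, and adjusted p up to 0.0894 without control replicate 2 or exercised replicate 3). mav, dlp and CG10433 were higher by 0.35, 0.31 and 0.31 (adjusted p = 0.0410, 0.0310 and 0.0495). mav, dlp and CG10433 did not pass without 1 or more of the 6 libraries (adjusted p up to 0.134). AdamTS-B and Peritrophin-A did not pass (adjusted p = 0.0674 and 0.0674). Of 52 tested genes of the table, 40 were higher, 26 of them at least 1.5-fold, none was lower and 12 did not pass (51 higher and 0 lower when adjusted over the list alone; camera adjusted p = 4.71e-20, and adjusted p = 0.0231 with an estimated correlation). The study chose these genes on the same libraries, so the counts are not independent evidence. Of 11 fat body markers, which include Lsp1gamma, 2 were higher, none was lower and 9 did not pass (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0150, and adjusted p = 0.767 with an estimated correlation). The markers were not over-represented among genes at least 1.5-fold higher (18.2% against 6.17% of all tested genes; hypergeometric test, adjusted p = 0.411). The second, Fbp1, had 3 counts over the control libraries and 355 over the exercised ones, a ratio of 130.2 after scaling (95% counting interval 44.2 to 634).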

Altogether, the gene sets that are activated in response to acute exercise in our OMC model are relevant in the context of human exercise biology.

**Fig. 4:**
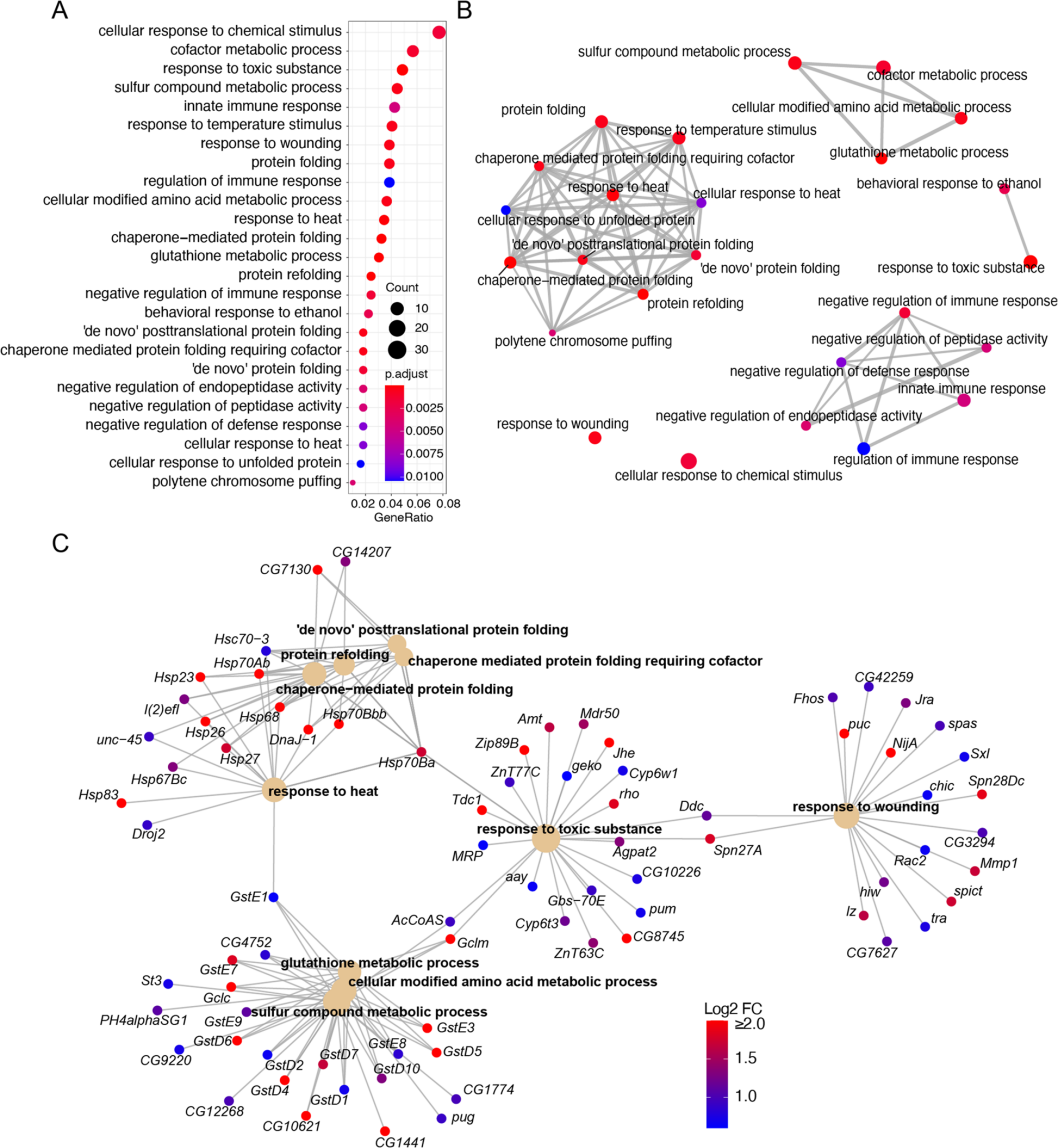
Analysis of genes upregulated in response to acute exercise. **A** Dot plot showing the top 25 most significantly enriched GO terms for genes that show a significant up-regulation of 1.5 fold or more. The color represents the adjusted p-values relative to the other displayed terms (brighter red is more significant) and the size of the terms represent the number of genes that consist the term. **B** An enrichment GO plot showing the relationship between the top 25 most significantly enriched GO terms shown in (**A**). Similar terms are grouped together. The color represents the adjusted p-values relative to the other displayed terms (brighter red is more significant) and the size of the terms represent the number of genes that consist the term. **C** A cnet-plot showing top 10 GO terms that were significantly enriched for genes that show an upregulation of 1.5 fold or more. The color of gene node represents the log2 value of fold change with the brightest red representing the log2-FoldChange ≥2 and the darkest blue representing a log2-FoldChange of 0.60

**Table 2:** Identification of putative secreted protein coding genes that are upregulated in response to acute exercise

FBgn	Gene	baseMean	log2FoldChange	lfcSE	stat	pvalue	padj	Human ortholog(s) best score	Best DIOPT score
FBgn0002564	*Lsp1gamma*	22,160.3903	9.41082391	0.18333387	51.3316152	0	0		
FBgn0040609	*CG3348*	2201.26383	4.63549247	0.22655585	20.4607054	4.82E-93	5.55E-90		
FBgn0052570	*TwdlY*	54.7778176	3.85101019	0.39491658	9.75145239	1.82E-22	2.03E-20		
FBgn0036410	*CG8100*	46.2992932	3.28551505	0.35938733	9.14198901	6.13E-20	5.77E-18		
FBgn0030904	*upd2*	44.0072767	2.3666118	0.42451816	5.57481869	2.48E-08	5.91E-07	LEP	1
FBgn0041182	*Tep2*	6141.43715	2.24889442	0.15881102	14.1608213	1.60E-45	5.72E-43	CD109	13
FBgn0030310	*PGRP-SA*	1178.20897	1.89133318	0.2502987	7.5563043	4.15E-14	2.15E-12	PGLYRP3	9
FBgn0028990	*Spn27A*	4794.32133	1.79235904	0.19357784	9.25911263	2.06E-20	2.03E-18	SERPINI1.SERPINB1	3
FBgn0034094	*Tsf3*	1005.2614	1.76995633	0.2419941	7.31404745	2.59E-13	1.21E-11	TF	6
FBgn0035049	*Mmp1*	1412.45937	1.69982692	0.24039886	7.07086103	1.54E-12	6.64E-11	MMP14, MMP24	9
FBgn0037906	*PGRP-LB*	308.325865	1.51524092	0.33351734	4.54321482	5.54E-06	7.95E-05	PGLYRP2	7
FBgn0033033	*scaf*	28,823.5052	1.44996901	0.1424963	10.1754857	2.55E-24	3.48E-22		
FBgn0035453	*CG10357*	12.6708218	1.41623263	0.43611153	3.2474093	0.00116461	0.00883005	LIPI	3
FBgn0034470	*Obp56d*	3086.27281	1.37379381	0.13642729	10.0697872	7.51E-24	9.73E-22		
FBgn0039440	*TwdlJ*	7.57298741	1.35982275	0.4380879	3.10399519	0.00190926	0.01330703		
FBgn0003378	*Sgs8*	8.27291005	1.28240462	0.42151131	3.04239674	0.00234702	0.01579475		
FBgn0037290	*CG1124*	1492.23229	1.23897865	0.21913424	5.65397115	1.57E-08	3.86E-07		
FBgn0023496	*Lip1*	7.00644199	1.22177269	0.43824405	2.787882	0.00530539	0.03110913	LIPF	10
FBgn0035427	*ckd*	4055.5349	1.18396991	0.18043052	6.56191579	5.31E-11	1.89E-09		
FBgn0040817	*CG14132*	2246.23496	1.16000453	0.43419855	2.67159926	0.00754907	0.04089214		
FBgn0041180	*Tep4*	8448.97542	1.14992049	0.14232374	8.0796111	6.50E-16	4.34E-14	CD109	11
FBgn0032362	*spz4*	15.321909	1.11561078	0.40029001	2.7870063	0.00531974	0.0311529		
FBgn0260026	*CG42494*	28.6282339	1.11540686	0.35522576	3.13999427	0.00168951	0.01201804		
FBgn0010295	*ng3*	4488.79419	1.08777879	0.36939468	2.94476034	0.00323205	0.02063145		
FBgn0016031	*lama*	754.914392	1.07917934	0.13934686	7.74455448	9.59E-15	5.52E-13	PLBD2	12
FBgn0001257	*ImpL2*	5165.59449	1.0584055	0.16455498	6.43192618	1.26E-10	4.22E-09	PTPRQ,KIRREL1,NTM,KIRREL3,DSCAML1,NCAM1,LRIT1,OPCML,LSAMP,IGSF9,PAPLN,NEGR1,LRIT3,SDK1,USH2A,KIRREL2,IGLON5,SDK2,DSCAM,NCAM2,IGSF9B	1
FBgn0052698	*CARPB*	55.5379202	1.04716965	0.32701241	3.20223215	0.00136367	0.01005234	CA10	13
FBgn0031426	*CG18641*	94.0844908	1.03544793	0.33453251	3.09520867	0.00196674	0.01363425	LIPI	4
FBgn0034301	*CG5756*	112.688638	1.02888147	0.28199615	3.64856561	0.00026371	0.00248294		
FBgn0037487	*thw*	7263.23059	1.00592097	0.14332715	7.0183561	2.24E-12	9.49E-11		
FBgn0053542	*upd3*	38.6380265	0.98660483	0.35484809	2.78035826	0.0054299	0.03159406		
FBgn0261799	*dsx-c73A*	23.3907544	0.94762752	0.3510988	2.6990338	0.00695411	0.03836427		
FBgn0039483	*CG14259*	50.5570047	0.84127488	0.30288917	2.7775007	0.00547787	0.03183744		
FBgn0001218	*Hsc70–3*	21,176.4679	0.80512758	0.14533124	5.53994854	3.03E-08	7.11E-07	HSPA5	15
FBgn0015773	*NetA*	176.246267	0.79548736	0.2525225	3.15016429	0.00163179	0.01165546	NTN1	12
FBgn0040321	*GNBP3*	1422.95796	0.65668141	0.12158404	5.40104941	6.63E-08	1.44E-06		
FBgn0260653	*serp*	28,938.6806	0.56498346	0.12975712	4.35416146	1.34E-05	0.00017601		
FBgn0033367	*PPO2*	10,765.8794	0.5375679	0.20674678	2.60012704	0.00931893	0.04845186		
FBgn0025578	*Lcp9*	76,411.9833	0.53478973	0.13146004	4.06807838	4.74E-05	0.00054977		
FBgn0034162	*CG6426*	3880.98417	0.51439623	0.1630828	3.15420282	0.00160937	0.01152715		
FBgn0001137	*grk*	721.647712	0.49396387	0.14738891	3.35143169	0.00080395	0.00645966	NRG4,NRG1,NRG3	1
FBgn0011695	*EbpIII*	1611.99428	0.49310049	0.14585208	3.38082585	0.00072268	0.00587506		
FBgn0030828	*CG5162*	1388.17981	0.48134034	0.12786759	3.7643655	0.00016697	0.00167085	LIPC	3
FBgn0010470	*Fkbp14*	2183.82819	0.42743913	0.12391298	3.44951051	0.0005616	0.00474501	FKBP14	9
FBgn0032495	*CG16820*	316.762369	0.40710199	0.13055371	3.11827201	0.00181915	0.01278217		
FBgn0263132	*Cht6*	18,475.1967	0.39370109	0.10352577	3.80292849	0.000143	0.00145339	OVGP1,CHIT1	5
FBgn0260386	*mtg*	404.101196	0.38927201	0.14151579	2.75073204	0.00594623	0.03391248		
FBgn0261341	*verm*	41,958.6367	0.35995621	0.12915866	2.78693051	0.00532099	0.0311529		
FBgn0051973	*Cda5*	3468.37045	0.3585297	0.11978666	2.99306873	0.00276188	0.01820798	CTBS	1
FBgn0010415	*Sdc*	2193.87283	0.35607213	0.10454435	3.40594348	0.00065936	0.00542844	SDC2,SDC1,SDC4	6
FBgn0039914	*mav*	1319.53323	0.34813483	0.11716545	2.97130957	0.00296533	0.01923099	NODAL,TGFB3,GDF15	3
FBgn0031737	*obst-E*	38,447.4938	0.3389809	0.08495231	3.9902492	6.60E-05	0.00073348		
FBgn0041604	*dlp*	791.788669	0.31602764	0.10528993	3.00149928	0.00268654	0.01777921	GPC4	13
FBgn0034638	*CG10433*	1253.17803	0.31393957	0.11159973	2.81308543	0.00490686	0.02915683		
FBgn0029791	*AdamTS-B*	1246.36056	0.31213008	0.1203631	2.59323733	0.00950771	0.04926033	ADAMTS7	11
FBgn0022770	*Peritrophin-A*	12,672.4135	0.25987729	0.09490706	2.73822931	0.0061771	0.03501708		

Table 2 represents the putative “myokines” that were identified from our RNA-seq data

### Effect of acute exercise on major signaling pathways

Genes involved in cellular signaling pathways are expected to play a key role in mediating both cell autonomous and non-autonomous impacts of acute exercise. Indeed, enrichment of terms such as regulation of response to stimuli and regulation of cell communication in our GO term enrichment analysis indicates that the acute exercise paradigm does impact signaling pathway activities (Fig. 3C-D, S3C). We analyzed our data to determine the effect of the acute exercise regimen on expression levels of an exhaustive list of genes that are components of the core signaling pathways in *Drosophila*. 

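Genes of signaling pathways drawn in Fig. 5B changed in both directions. nec, a serpin gene of the Toll pathway, rose from 9.59 ± 1.16 to 16.4 ± 1.97 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 0.78 (standard error 0.13, adjusted p = 0.00710). spi, which encodes a ligand of the EGF receptor, fell by 1.03 on the log2 scale (standard error 0.14, adjusted p = 0.00263). Of 38 tested genes of that figure, which the study chose on these libraries, 23 were higher, 11 were lower and 4 did not pass with edgeR, namely upd3, pirk, PGRP-LB and Thor. All 38 passed with DESeq2. From the enrichment of terms for the response to stimuli and cell communication, the paper reasons that the acute exercise regimen affects the activity of signaling pathways.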

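Insulin pathway genes showed changes on both sides of the pathway. ImpL2, whose product binds and sequesters insulin-like peptides, rose from 153 ± 4.71 to 326 ± 79.3 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 1.09 (standard error 0.17, adjusted p = 0.00516). chico, the insulin receptor substrate gene, fell by 0.62 on the log2 scale (standard error 0.087, adjusted p = 0.00311). Thor, the gene of a translation repressor that FoxO activates, was at 1298, 1080 and 1335 CPM in control and 165, 676 and 369.7 CPM in exercised replicates 1 to 3, and its log2 fold change of -1.62 did not pass the edgeR test (adjusted p = 0.101). DESeq2 gave Thor an adjusted p = 0.0185. Of 27 insulin pathway genes, 6 were higher, 3 were lower and 18 did not pass (8 higher and 5 lower when adjusted over the list alone). The other lower ones were foxo and Sesn, of which Sesn was named after its value was seen (adjusted p = 0.0163, and adjusted p up to 0.0729 without 1 or more of exercised replicates 1, 2 and 3). At least 1.5-fold changes made up 18.5% of them, against 11.6% of all tested genes (hypergeometric test, adjusted p = 0.506). In FGFR signaling, the integrin gene if rose by a log2 fold change of 0.87 (standard error 0.12, adjusted p = 0.00263), and Rac2 by 0.68 (adjusted p = 0.0114, and adjusted p up to 0.0568 without exercised replicate 3). stumps, the adaptor of the receptors, fell by 0.43 (adjusted p = 0.0171, and adjusted p up to 0.0759 without exercised replicate 3). Of 22 FGFR pathway genes, 6 were higher, 3 were lower and 13 did not pass (6 higher and 4 lower when adjusted over the list alone; 4 higher and 4 lower with upper-quartile factors), and 13.6% changed at least 1.5-fold (adjusted p = 0.832). The other lower ones were Mmp2 and sgl, of which sgl was named after its value was seen (adjusted p = 0.0184, and adjusted p up to 0.0790 without 1 or more of control replicates 2 and 3 and exercised replicate 3). The lists here are textbook lists of pathway components and are not the study's own. InR and S6k of the insulin list and btl of the FGFR list had no current identifier and were left out.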

An enrichment analysis looking for representation of the core signaling pathway components amongst all significantly changing genes (log2FC ≤ − 0.6 and ≥ 0.6) show that FGFR signaling and Insulin signaling pathways were most affected (Fig. 5A). Similarly, analysis looking for representation of the core signaling pathway components amongst all significantly upregulated genes (log2FC ≥ 0.6) show that JNK, Imd, and TNF-α signaling pathways were strongly affected (Fig. 5A). 

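Many JNK pathway genes were upregulated in exercised larvae. puc, the phosphatase gene that JNK signaling induces, rose from 23.3 ± 2.02 to 106 ± 25.5 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 2.19 (standard error 0.18, adjusted p = 0.000568). The AP-1 genes rose as well, Jra by 1.35 (standard error 0.17, adjusted p = 0.00282) and kay by 0.53 (standard error 0.082, adjusted p = 0.00486). Of 24 JNK pathway genes, 10 were higher, 3 were lower and 11 did not pass (13 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0150, and adjusted p = 0.609 with an estimated correlation), and 33.3% rose at least 1.5-fold, against 6.17% of all tested genes (hypergeometric test, adjusted p = 0.000655). The lower ones were Mnn1 and, named after their values were seen, cno and wgn (adjusted p = 0.00922 and 0.0494). Of 19 TNF alpha pathway genes, 6 were higher, 2 were lower and 11 did not pass (9 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0288, and adjusted p = 0.709 with an estimated correlation; camera adjusted p up to 0.0787 without control replicate 2 or 3 or exercised replicate 2). Among them 5, or 26.3%, rose at least 1.5-fold (adjusted p = 0.0267, and adjusted p up to 0.0514 without exercised replicate 3). puc, Jra, kay, wgn and Dredd are on this list too. In the Imd pathway, the transcription factor gene Rel rose by 1.04 (standard error 0.10, adjusted p = 0.000855) and Tab2 by 0.65 (standard error 0.11, adjusted p = 0.00637), while the caspase gene Dredd fell by 0.65 (standard error 0.085, adjusted p = 0.00243). The negative regulator genes PGRP-LB (log2 fold change 1.82, adjusted p = 0.0707) and pirk (1.99, adjusted p = 0.119) did not pass with edgeR. With DESeq2 their adjusted p was 8.03e-05 and 0.00965. Of 24 Imd pathway genes, 3 were higher, 4 were lower and 17 did not pass (5 higher and 4 lower when adjusted over the list alone), and Rel and Tab2 made up the 8.33% that rose at least 1.5-fold (adjusted p = 0.850). Jra and puc, which Fig. 5B draws under Imd, are not on this Imd list. The third higher one was eff, and besides Dredd the lower ones were dnr1, PGRP-LF and IKKbeta (adjusted p = 0.0204, 0.0432, 0.0314 and 0.0439), where PGRP-LF and IKKbeta were named after their values were seen. cno, wgn, eff, dnr1, PGRP-LF and IKKbeta did not pass without 1 or more of the 6 libraries (adjusted p up to 0.166).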

The change in expression of 335 core signaling pathway genes in response to the acute exercise regimen were grouped into 15 core signaling pathways. Of these, 10 pathways had at least 1 gene that showed a significant change of 1.5 fold or more (Fig. S5). 

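More Toll pathway genes were higher than lower in exercised larvae. PGRP-SA, which encodes a receptor for bacterial peptidoglycan, rose from 21.0 ± 9.03 to 88.2 ± 20.7 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 2.07 (standard error 0.34, adjusted p = 0.0127). Spn27A rose by 1.88 (standard error 0.22, adjusted p = 0.00261) and the transcription factor gene Dif by 0.77 (standard error 0.088, adjusted p = 0.00137), while the protease gene modSP fell by 1.04 (standard error 0.17, adjusted p = 0.00677). Of 21 Toll pathway genes, 7 were higher, 3 were lower and 11 did not pass (8 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.259, and adjusted p = 0.767 with an estimated correlation), and 33.3% rose at least 1.5-fold, against 6.17% of all tested genes (hypergeometric test, adjusted p = 0.00137). Against control replicate 3 alone, 2 were higher, PGRP-SA and Dif (a comparison chosen after the values were seen, with fewer libraries). The other lower ones, named after their values were seen, were Toll-7 and SPE (adjusted p = 0.0466 and 0.0141). In the Notch pathway, 4 of 26 genes were higher, 2 were lower and 20 did not pass (4 higher and 2 lower when adjusted over the list alone). The higher ones were Su(dx) (log2 fold change 0.62, standard error 0.11, adjusted p = 0.00772), mib1, E(spl)mbeta-HLH and E(spl)malpha-BFM, and the lower ones neur and mam (adjusted p = 0.0432, named after its value was seen). In the WNT pathway, 3 of 26 genes were higher, 2 were lower and 21 did not pass (3 higher and 2 lower when adjusted over the list alone). Notum fell by 1.16 (standard error 0.19, adjusted p = 0.00583) and pan fell by 0.49 (adjusted p = 0.00303), while gish (log2 fold change 0.52, standard error 0.072, adjusted p = 0.00311), sgg and dlp were higher. Of 21 TGF beta pathway genes, 3 were higher, namely brk, shn and mav, 3 were lower, namely magu, Mad and myo, and 15 did not pass (4 higher and 6 lower when adjusted over the list alone; 2 higher and 4 lower with upper-quartile factors). myo was named after its value was seen (adjusted p = 0.0307). Of 16 planar cell polarity genes, 2 were higher, Mlc-c (log2 fold change 0.72, standard error 0.080, adjusted p = 0.00124) and sqh, 2 were lower, DAAM and mwh, and 12 did not pass (2 higher and 2 lower when adjusted over the list alone). Of 15 circadian clock genes, 2 were higher, dco and sgg, 1 was lower, Cipc (log2 fold change -2.11, standard error 0.23, adjusted p = 0.00158), and 12 did not pass (2 higher and 2 lower when adjusted over the list alone). Toll-7, SPE, mib1, E(spl)mbeta-HLH, E(spl)malpha-BFM, neur, mam, brk, mav, magu, Mad, myo, sgg, dlp, sqh, mwh and dco did not pass without 1 or more of the 6 libraries (adjusted p up to 0.153). None of 14 Hedgehog pathway genes passed with edgeR, where 1 was higher and 1 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone). DESeq2 called 1 of them higher, Pka-C1 (adjusted p = 0.0404), and limma-voom called none.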

While many of these genes could be involved in more than one pathway, each gene (with a fold change of 1.5 or more) was represented in only one of the pathways for simplicity in Fig. 5B. Importantly, gene sets that are commonly reported as upregulated in healthy or metabolically impaired human subjects in response to aerobic exercise regimens [7] are also over-represented among our acute exercise-induced genes (Fig. 5C).

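Several genes of neutral lipid synthesis rose in exercised larvae. Agpat2, an acyltransferase gene on the way to triacylglycerol, rose from 1.19 ± 0.305 to 3.42 ± 0.378 CPM (mean ± SD, n = 3 libraries each), a log2 fold change of 1.52 (standard error 0.26, adjusted p = 0.00669). Lpin, the phosphatidate phosphatase gene of the next step, rose by 0.58 (adjusted p = 0.0174, and adjusted p up to 0.0825 without control replicate 2 or exercised replicate 3). Of 21 fatty acid and triacylglycerol synthesis genes, 9 were higher, 1 was lower, SCAP (log2 fold change -0.56, adjusted p = 0.0154, and adjusted p up to 0.0563 without control replicate 2), and 11 did not pass (10 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.151, and adjusted p = 0.767 with an estimated correlation). Of these genes, 28.6% were at least 1.5-fold higher, against 6.17% of all tested genes (hypergeometric test, adjusted p = 0.00786, and adjusted p up to 0.832 without control replicate 1, 2 or 3 or exercised replicate 1 or 3). Control replicate 3 had the most fat body transcripts of the control libraries, and also the lowest roX1. Against it alone the rises of this list lost their calls, but so did many in lists without fat body genes. The lost calls thus cannot show a part of the fat body. bgm had a log2 fold change of -1.29 there (a comparison with fewer libraries, which was chosen, and bgm named, after the values were seen). SREBP, which turns on lipid synthesis, did not pass (log2 fold change -0.11, adjusted p = 0.446). Among genes upstream of the MAPK cascade, the protease genes rho and rho-4, which release EGFR ligands, rose by 1.90 (standard error 0.18, adjusted p = 0.000843) and 0.93 (standard error 0.082, adjusted p = 0.000541). kek1, an inhibitor of the receptor, fell by 0.83 on the log2 scale (standard error 0.16, adjusted p = 0.0118). Of 32 EGFR and PVR pathway genes, 10 were higher, 4 were lower and 18 did not pass (10 higher and 5 lower when adjusted over the list alone). The other lower ones were spi, cic and, named after its value was seen, vn (adjusted p = 0.0263 for cic and 0.0444 for vn). cic and vn did not pass without 1 or more of the 6 libraries (adjusted p up to 0.168).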

**Fig. 5:**
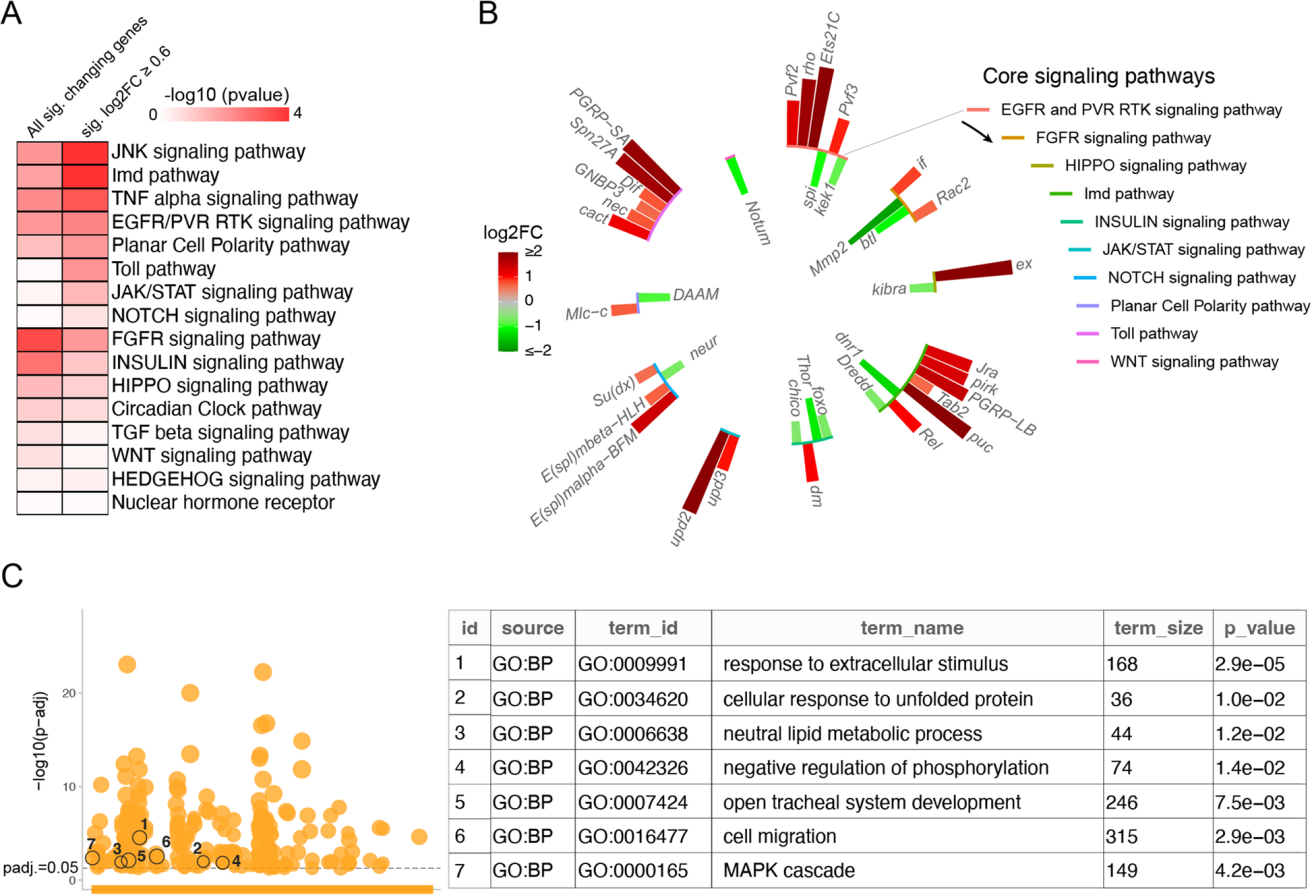
Acute exercise-induced changes in signaling pathways. **A** An enrichment map of core signaling pathways looking for over-representation of component genes in either all significantly (sig.) changing genes or genes that showed a significant and more than 1.5 fold increase in expression. **B** Signaling pathway genes that showed a significant and more than 1.5 fold change in expression. **C** GOSt plot (image on left) showing significantly enriched GO terms related to biological processes with adjusted *P* values [−log10 (p-adj)] on the y axis. The numbers encircled on the GOSt plot represent the GO terms (see table on the right) that are reported by Pillon et al. (PMID: 31980607) to be commonly enriched amongst genes upregulated in response to aerobic exercise in healthy or metabolically impaired subjects (Humans). These GO terms are also over-represented in our acute exercise induced genes

## Concluding remarks

In summary, we have established an optogenetic muscle contraction (OMC) model in *Drosophila* larvae that provides a fast and effective method for induction of acute exercise regimens. Although exercise models have been developed in adult flies, most of the studies mainly focused on the physiological effects of endurance training. Importantly, studies on the molecular pathways that are activated in muscles upon exercise have not been addressed. Hence, compared to existing exercise models in *Drosophila*, our larval OMC model is unique in 1) genetically inducing exercise in larvae and 2) characterizing muscle-specific transcriptional responses to acute exercise and the molecular pathways that are activated in the exercised muscles. Importantly, the transcriptomic analysis of exercised muscles revealed striking similarities between acute exercise-induced genes in flies and in humans. Altogether, our larval muscle contraction model opens a path for rapid identification and characterization of exercise-induced factors such as myokines.

## Supplementary Information

**Additional file 1: Fig. S1.** The OMC setup and Scaled diagrams for the adapter ring setup. (A) Photograph showing the main parts of the OMC setup, which include the incubator, Arduino board, fly vial adapter, and the high-power LEDs within the vial adapter. Refer to Fig. 1A for more details. (B-B′) The two rings were stacked such that the cogs of the Fitted piece (B) overlap the troughs in the Base spacer (B′) and then joined using acrylic cement to generate the holder. The inner diameter of the rings is 0.97 in. (for B) and 0.90 in. (for B′). Note: The stroke width of the rings has been increased from 0.001 to 0.25 for a better visibility in the manuscript figure. For laser cutting, the lines were kept at a dimension of 0.001 in. **Fig. S2**. Establishment of an endurance training regimen using OMCs. **A** Representative larval body wall muscle showing the muscle segment A3, which is used for imaging. Body wall muscle is stained with Phalloidin 633 (far red). **B** *w*^*1118*^ larval body wall muscles stained with anti-glycogen antibody (α-Glycogen in grey), phalloidin-594 (red), and DAPI (blue). Sample in the lower panel was treated with amyloglucosidase for 20 min before staining with α-Glycogen antibody. **C** A schematic showing the experimental set up and frequency of OMCs used for modeling of endurance exercise. **D** Anti-Glycogen (α-Glycogen) staining of larval body wall muscles from control animals and animals that were endurance trained. Endurance trained animals show much stronger staining indicating increased glycogen storage in endurance trained muscles. **E** Anti-glycogen (α-Glycogen) staining of control and endurance trained larval body wall muscles. These are biological replicates (*n* = 8) pertaining to (D). Note that the images in the second column are represented in (D). **Fig. S3.** Acute exercise affects genes involved in tracheal development, wound healing, oxidative stress, and glutathione metabolism. **A** Principal Component Analysis (PCA) showing the separation of control and exercised samples using top variance genes. **B** A cnet-plot showing the 10 selected significantly enriched GO terms with the relevant differentially expressing genes. The color of gene node represents the log2 value of fold change with the brightest red representing the log2-FoldChange ≥2 and the darkest green representing the log2FoldChange ≤ − 2**. C** Gene interaction networks depicting the top differentially expressed (DE) genes with at least 2-fold change. The node color reflects the expression change (red for upregulated and blue for downregulated genes). The edge is either protein-protein interaction (PPI) or genetic interaction (GI) from MIST database (grey-PPI while pink- GI). The network is visualized using Cytoscape. **Fig. S4**. Acute exercise upregulates genes involved in response to hypoxia, tube morphogenesis, and muscle attachment. **A** Gene interaction networks depicting the upregulated genes with at least 1.5-fold change. The node color in red reflects the expression change. The edge is either protein-protein interaction (PPI) or genetic interaction (GI) from MIST database (grey-PPI while pink- GI). The network is visualized using Cytoscape. **B** A cnet-plot showing additional 6 selected GO terms that were significantly enriched for genes that show an upregulation of 1.5 fold or more. The color of gene node represents the log2 value of fold change with the brightest red representing the log2-FoldChange ≥2 and the darkest blue representing a log2-FoldChange of 0.60. **Fig. S5.** Changes in expression of core signaling pathway genes in response to acute exercise. Genes that show a significant and more than 1.5 fold change in response to exercise are color coded with red showing an increase in expression and green a decrease in expression. Note that some genes are involved in more than one pathway, however, for simplicity of representation these genes have been shown for only one pathway.

**Additional file 2: Supplementary Table 1.** Identification of Differentially Expressed Genes (DEGs) in acute exercise compared to controls. List of differentially expressed genes in exercised body wall muscle compared to controls.

**Additional file 3: Supplementary Table 2.** Identification of upregulated genes within the multiple GO terms related to morphogenesis. List of all upregulated genes of at least 1.5 fold change within the multiple GO terms that are related to morphogenesis.

**Additional file 4: Video 1.** Videography of larvae during the exercise regimen**.** Videography of larvae that were either relaxed or contracted in response to 660 nm light stimulation.

## Data Availability

RNA sequencing data generated from this study is deposited at NCBI’s gene expression omnibus (GEO) under the accession number: GSE196850.

# Supplementary material for: Modeling exercise using optogenetically contractible Drosophila larvae
**Source:** BMC Genomics. 2022 Aug 30;23:623. doi: 10.1186/s12864-022-08845-6
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. The OMC setup and Scaled diagrams for the adapter ring setup. (A) Photograph showing the main parts of the OMC setup, which include the incubator, Arduino board, fly vial adapter, and the high-power LEDs within the vial adapter. Refer to Fig. 1A for more details. (B-B′) The two rings were stacked such that the cogs of the Fitted piece (B) overlap the troughs in the Base spacer (B′) and then joined using acrylic cement to generate the holder. The inner diameter of the rings is 0.97 in. (for B) and 0.90 in. (for B′). Note: The stroke width of the rings has been increased from 0.001 to 0.25 for a better visibility in the manuscript figure. For laser cutting, the lines were kept at a dimension of 0.001 in. Fig. S2. Establishment of an endurance training regimen using OMCs. A Representative larval body wall muscle showing the muscle segment A3, which is used for imaging. Body wall muscle is stained with Phalloidin 633 (far red). B w1118 larval body wall muscles stained with anti-glycogen antibody (α-Glycogen in grey), phalloidin-594 (red), and DAPI (blue). Sample in the lower panel was treated with amyloglucosidase for 20 min before staining with α-Glycogen antibody. C A schematic showing the experimental set up and frequency of OMCs used for modeling of endurance exercise. D Anti-Glycogen (α-Glycogen) staining of larval body wall muscles from control animals and animals that were endurance trained. Endurance trained animals show much stronger staining indicating increased glycogen storage in endurance trained muscles. E Anti-glycogen (α-Glycogen) staining of control and endurance trained larval body wall muscles. These are biological replicates (n = 8) pertaining to (D). Note that the images in the second column are represented in (D). Fig. S3. Acute exercise affects genes involved in tracheal development, wound healing, oxidative stress, and glutathione metabolism. A Principal Component Analysis (PCA) showing the separation of control and ex

**
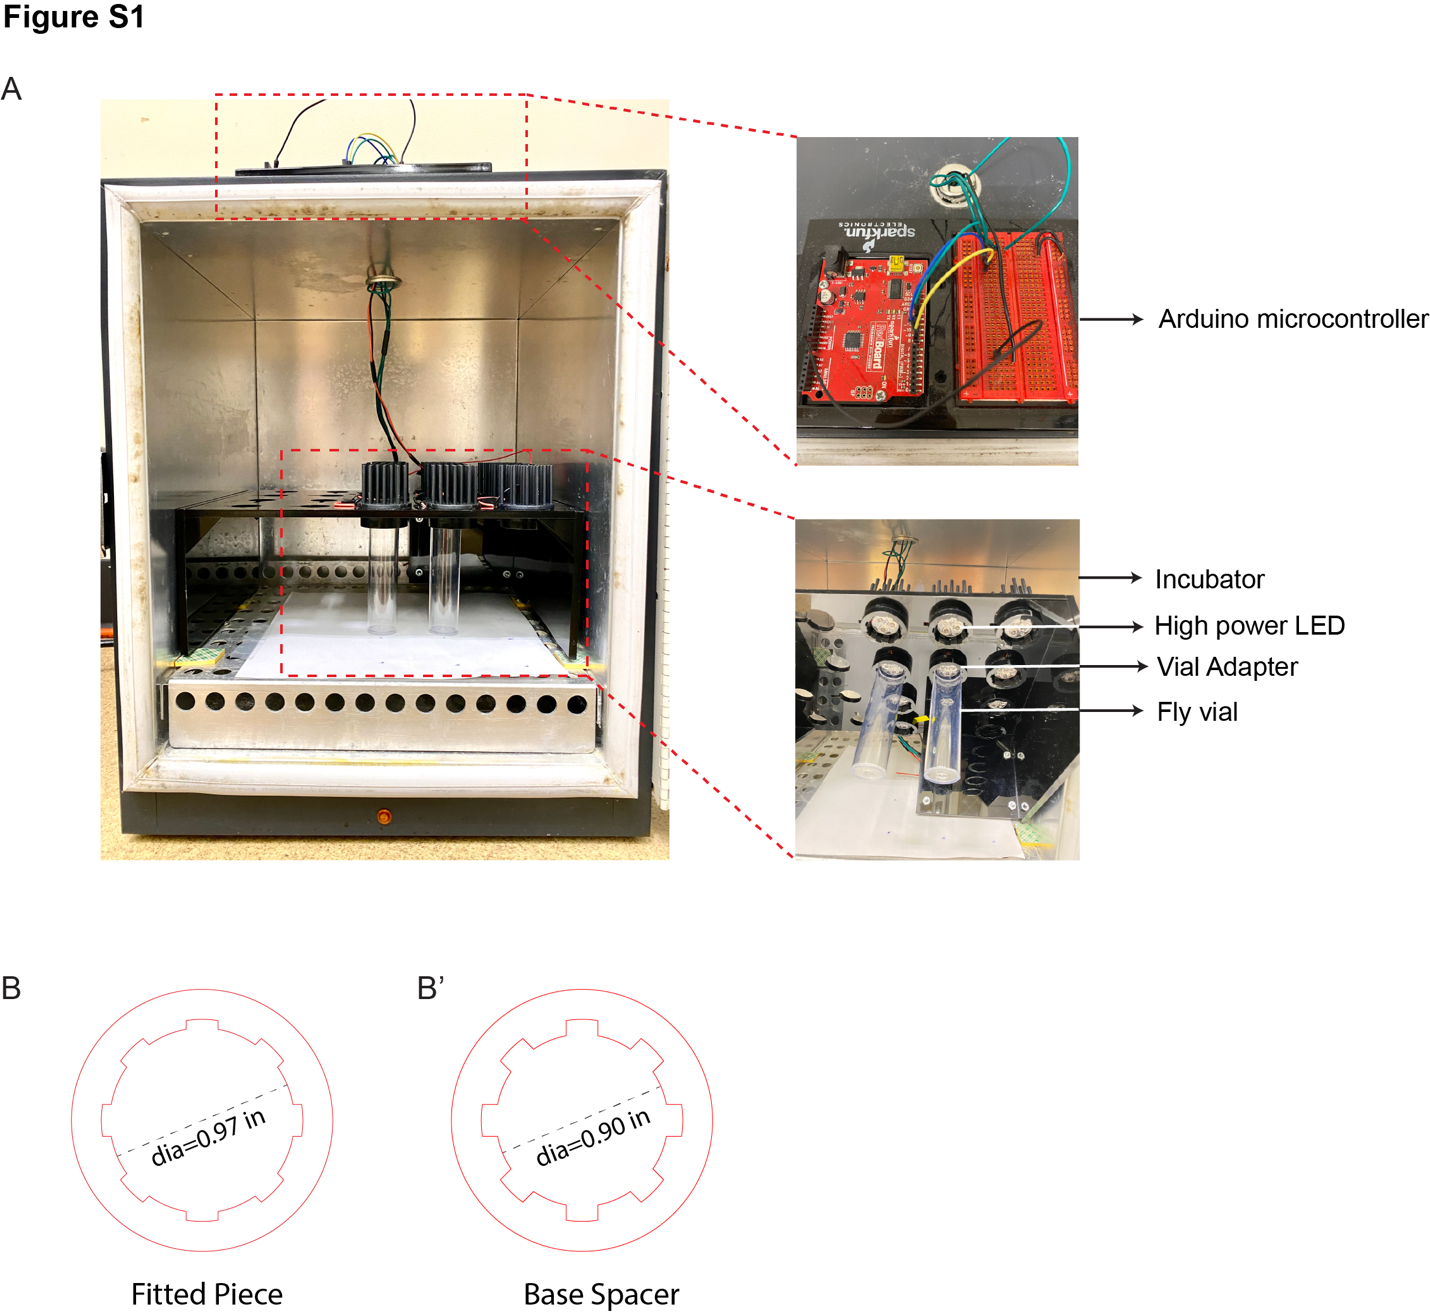
**

**Figure S1: The OMC setup and Scaled diagrams for the adapter ring setup**

(A) Photograph showing the main parts of the OMC setup, which include the incubator, Arduino board, fly vial adapter, and the high-power LEDs within the vial adapter. Refer to Figure 1A for more details.

(B-B’) The two rings were stacked such that the cogs of the Fitted piece (B) overlap the troughs in the Base spacer (B’) and then joined using acrylic cement to generate the holder. The inner diameter of the rings is 0.97 inches (for B) and 0.90 inches (for B’). Note: The stroke width of the rings has been increased from 0.001 to 0.25 for a better visibility in the manuscript figure. For laser cutting, the lines were kept at a dimension of 0.001 inches.

**
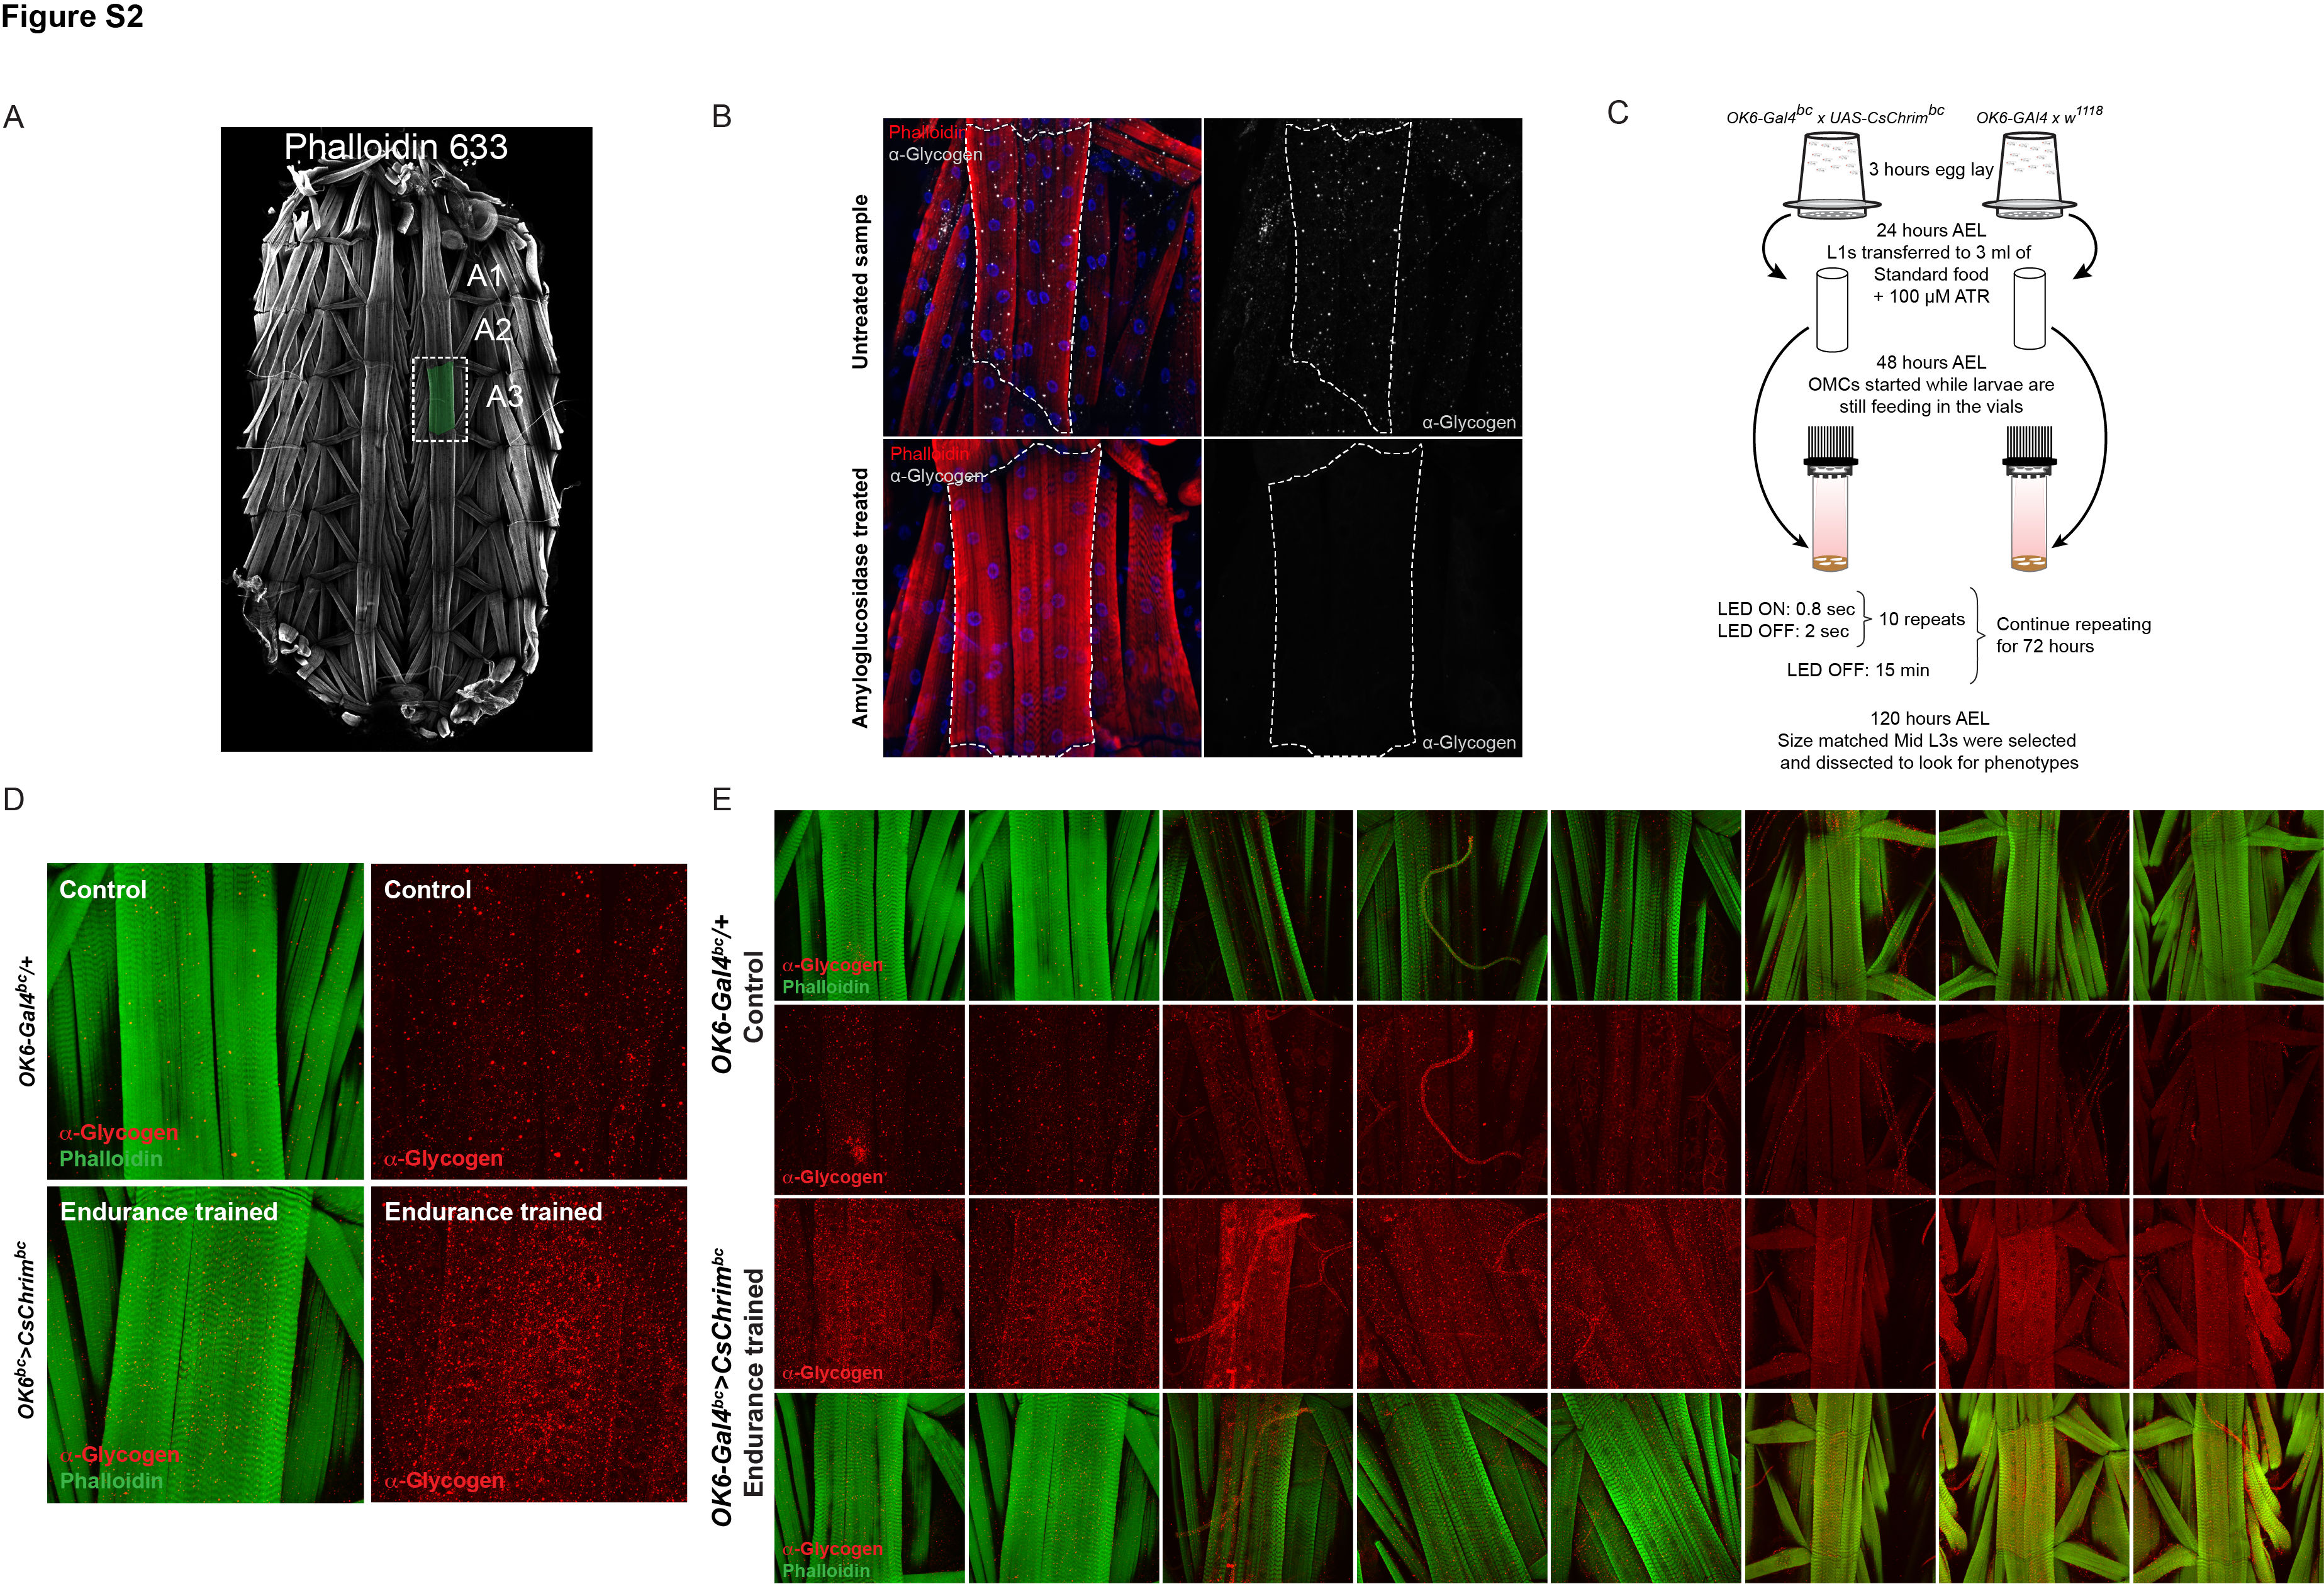
**

**Figure S2: Establishment of an endurance training regimen using OMCs**

1. Representative larval body wall muscle showing the muscle segment A3, which is used for imaging. Body wall muscle is stained with Phalloidin 633 (far red).
2. *w^1118^* larval body wall muscles stained with anti-glycogen antibody (α-Glycogen in grey), phalloidin-594 (red), and DAPI (blue). Sample in the lower panel was treated with amyloglucosidase for 20 min before staining with α-Glycogen antibody.
3. A schematic showing the experimental set up and frequency of OMCs used for modeling of endurance exercise.
4. Anti-Glycogen (α-Glycogen) staining of larval body wall muscles from control animals and animals that were endurance trained. Endurance trained animals show much stronger staining indicating increased glycogen storage in endurance trained muscles.
5. Anti-glycogen (α-Glycogen) staining of control and endurance trained larval body wall muscles. These are biological replicates (n=8) pertaining to (D). Note that the images in the second column are represented in (D).

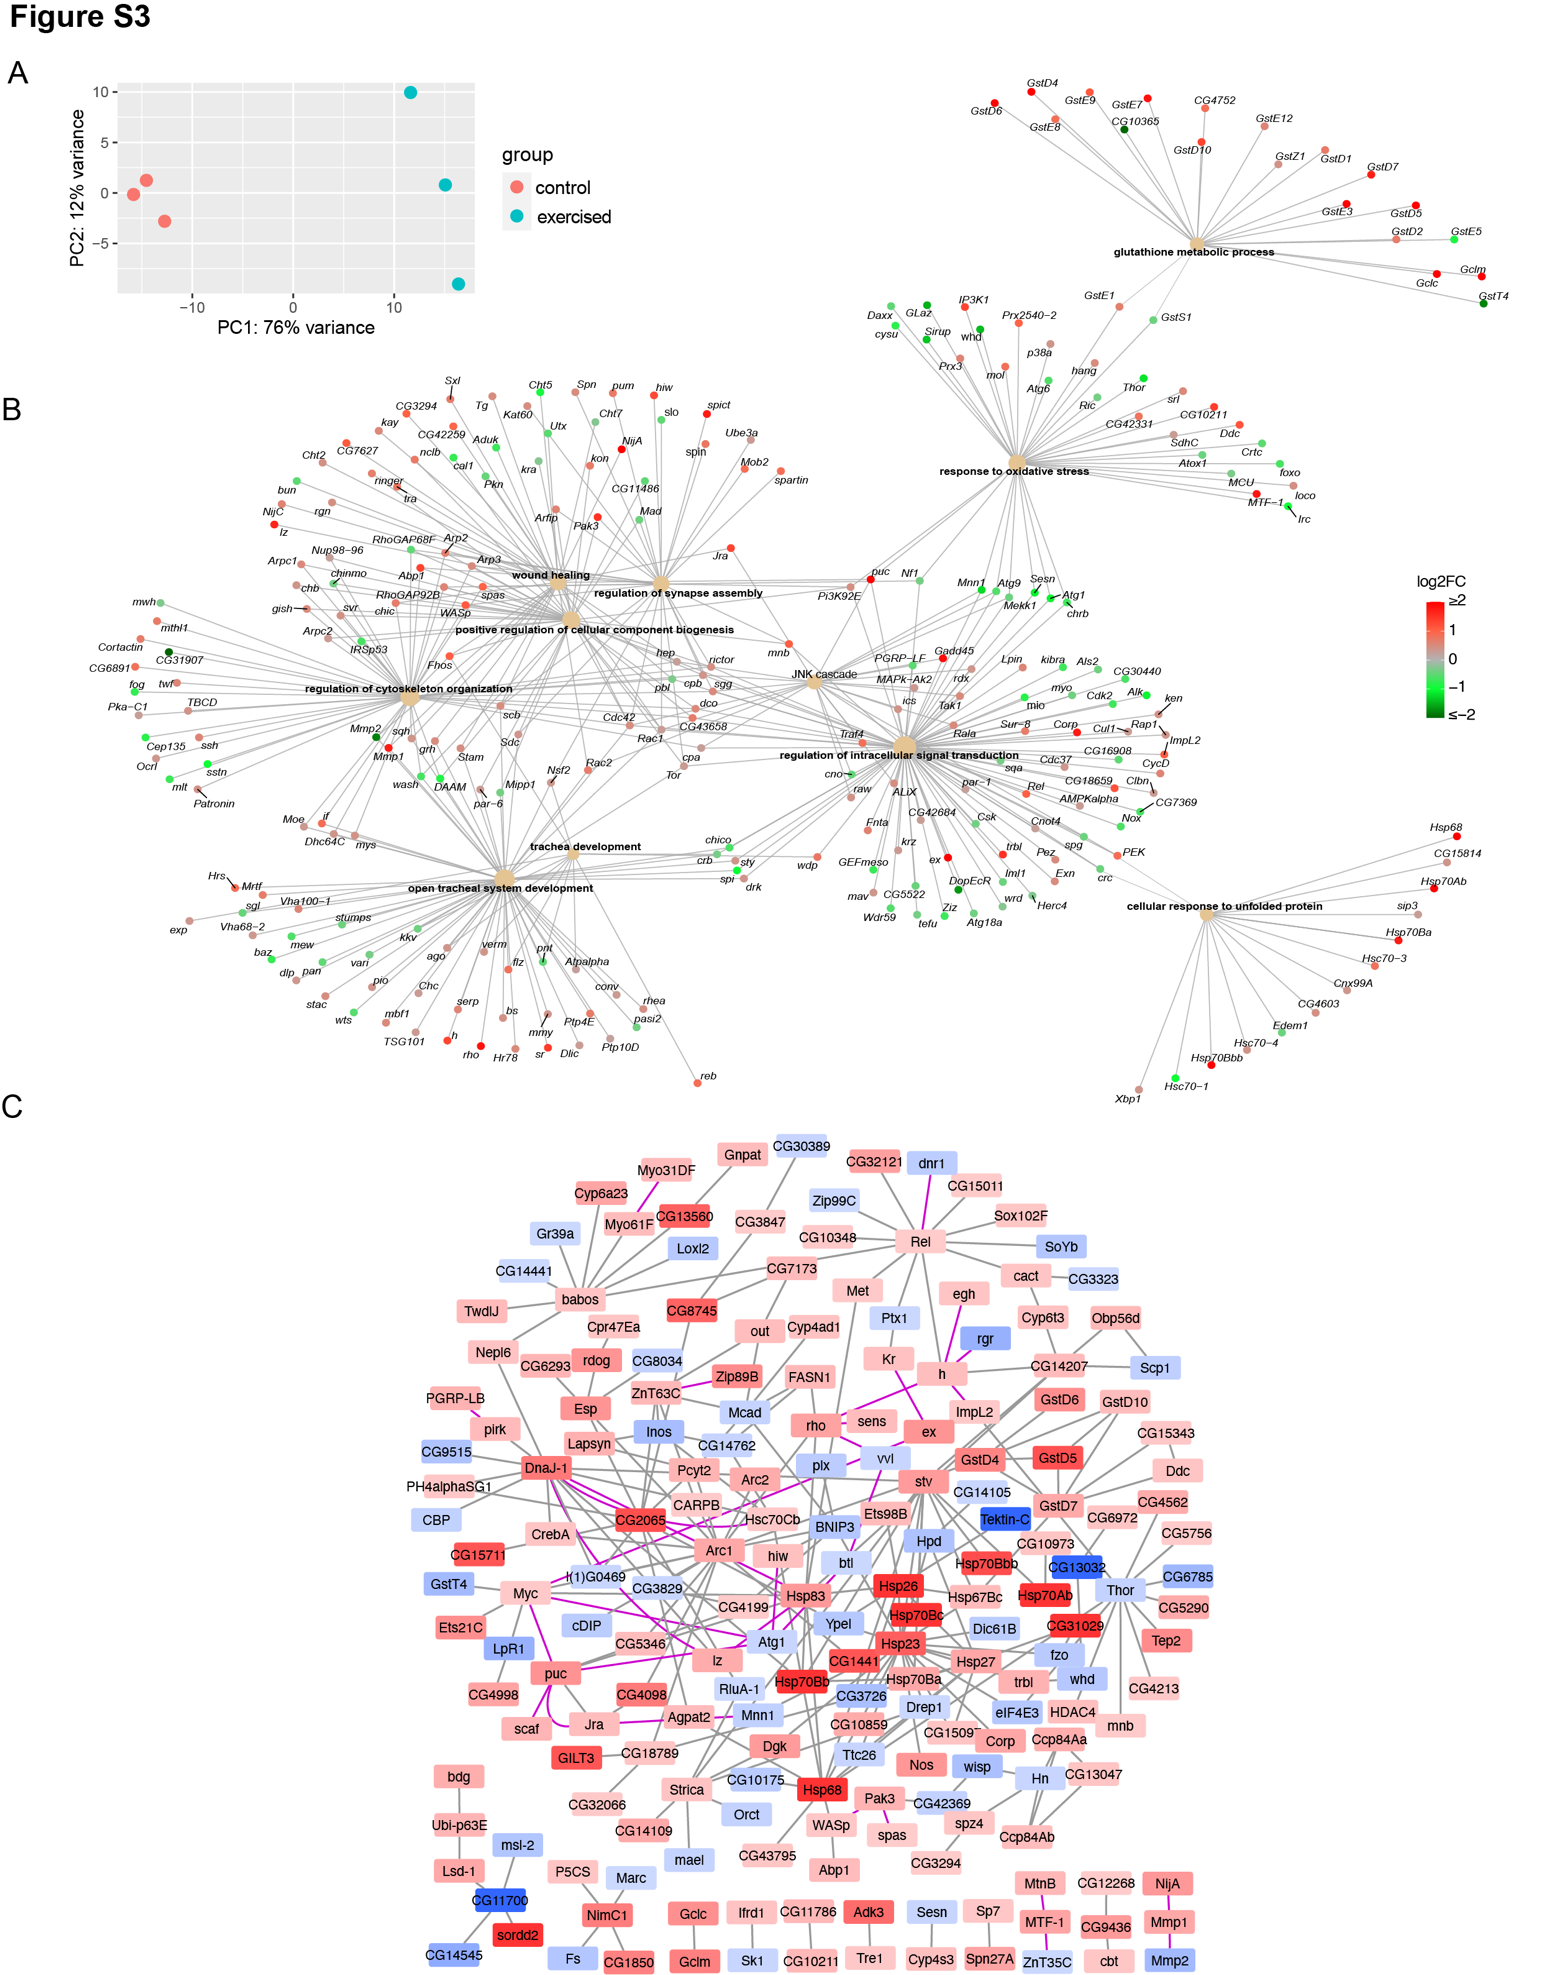

**Figure S3: Acute exercise affects genes involved in tracheal development, wound healing, oxidative stress, and glutathione metabolism**

1. Principal Component Analysis (PCA) showing the separation of control and exercised samples using top variance genes.
2. A cnet-plot showing the 10 selected significantly enriched GO terms with the relevant differentially expressing genes. The color of gene node represents the log2 value of fold change with the brightest red representing the log2-FoldChange ≥ 2 and the darkest green representing the log2FoldChange ≤-2
3. Gene interaction networks depicting the top differentially expressed (DE) genes with at least 2-fold change. The node color reflects the expression change (red for upregulated and blue for downregulated genes). The edge is either protein-protein interaction (PPI) or genetic interaction (GI) from MIST database (grey-PPI while pink- GI). The network is visualized using Cytoscape.

**Supplementary Table 1: Identification of Differentially Expressed Genes (DEGs) in acute exercise compared to controls.**

List of differentially expressed genes in exercised body wall muscle compared to controls.

**Supplementary Table 2: Identification of upregulated genes within the multiple GO terms related to morphogenesis.**

List of all upregulated genes of at least 1.5 fold change within the multiple GO terms that are related to morphogenesis.

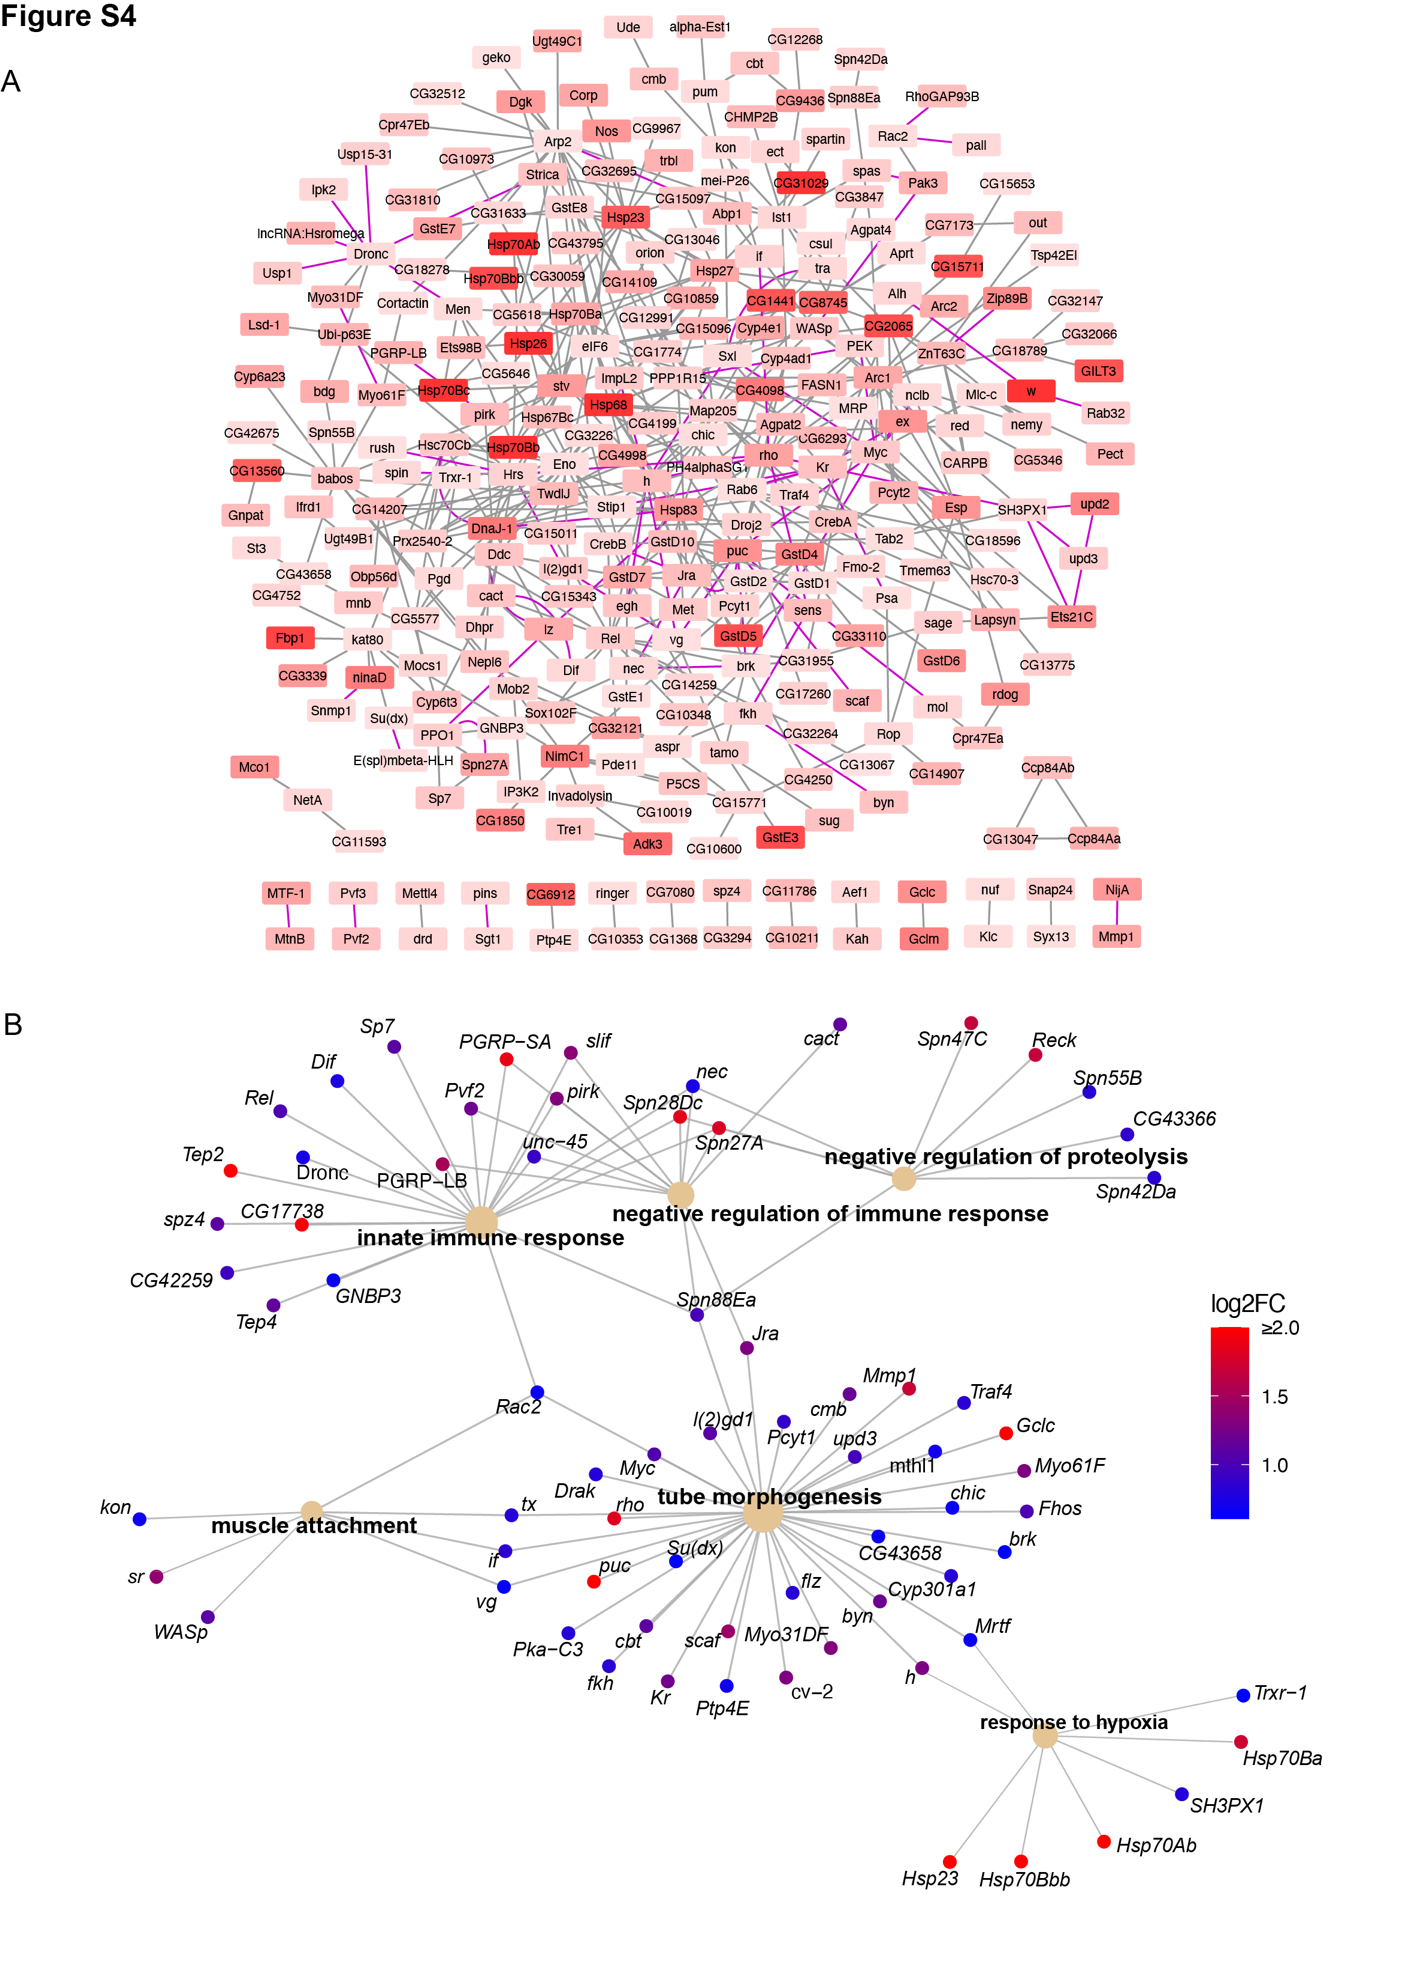

**Figure S4. Acute exercise upregulates genes involved in response to hypoxia, tube morphogenesis, and muscle attachment**

1. Gene interaction networks depicting the upregulated genes with at least 1.5-fold change. The node color in red reflects the expression change. The edge is either protein-protein interaction (PPI) or genetic interaction (GI) from MIST database (grey-PPI while pink- GI). The network is visualized using Cytoscape.
2. A cnet-plot showing additional 6 selected GO terms that were significantly enriched for genes that show an upregulation of 1.5 fold or more. The color of gene node represents the log2 value of fold change with the brightest red representing the log2-FoldChange ≥ 2 and the darkest blue representing a log2-FoldChange of 0.60.

**
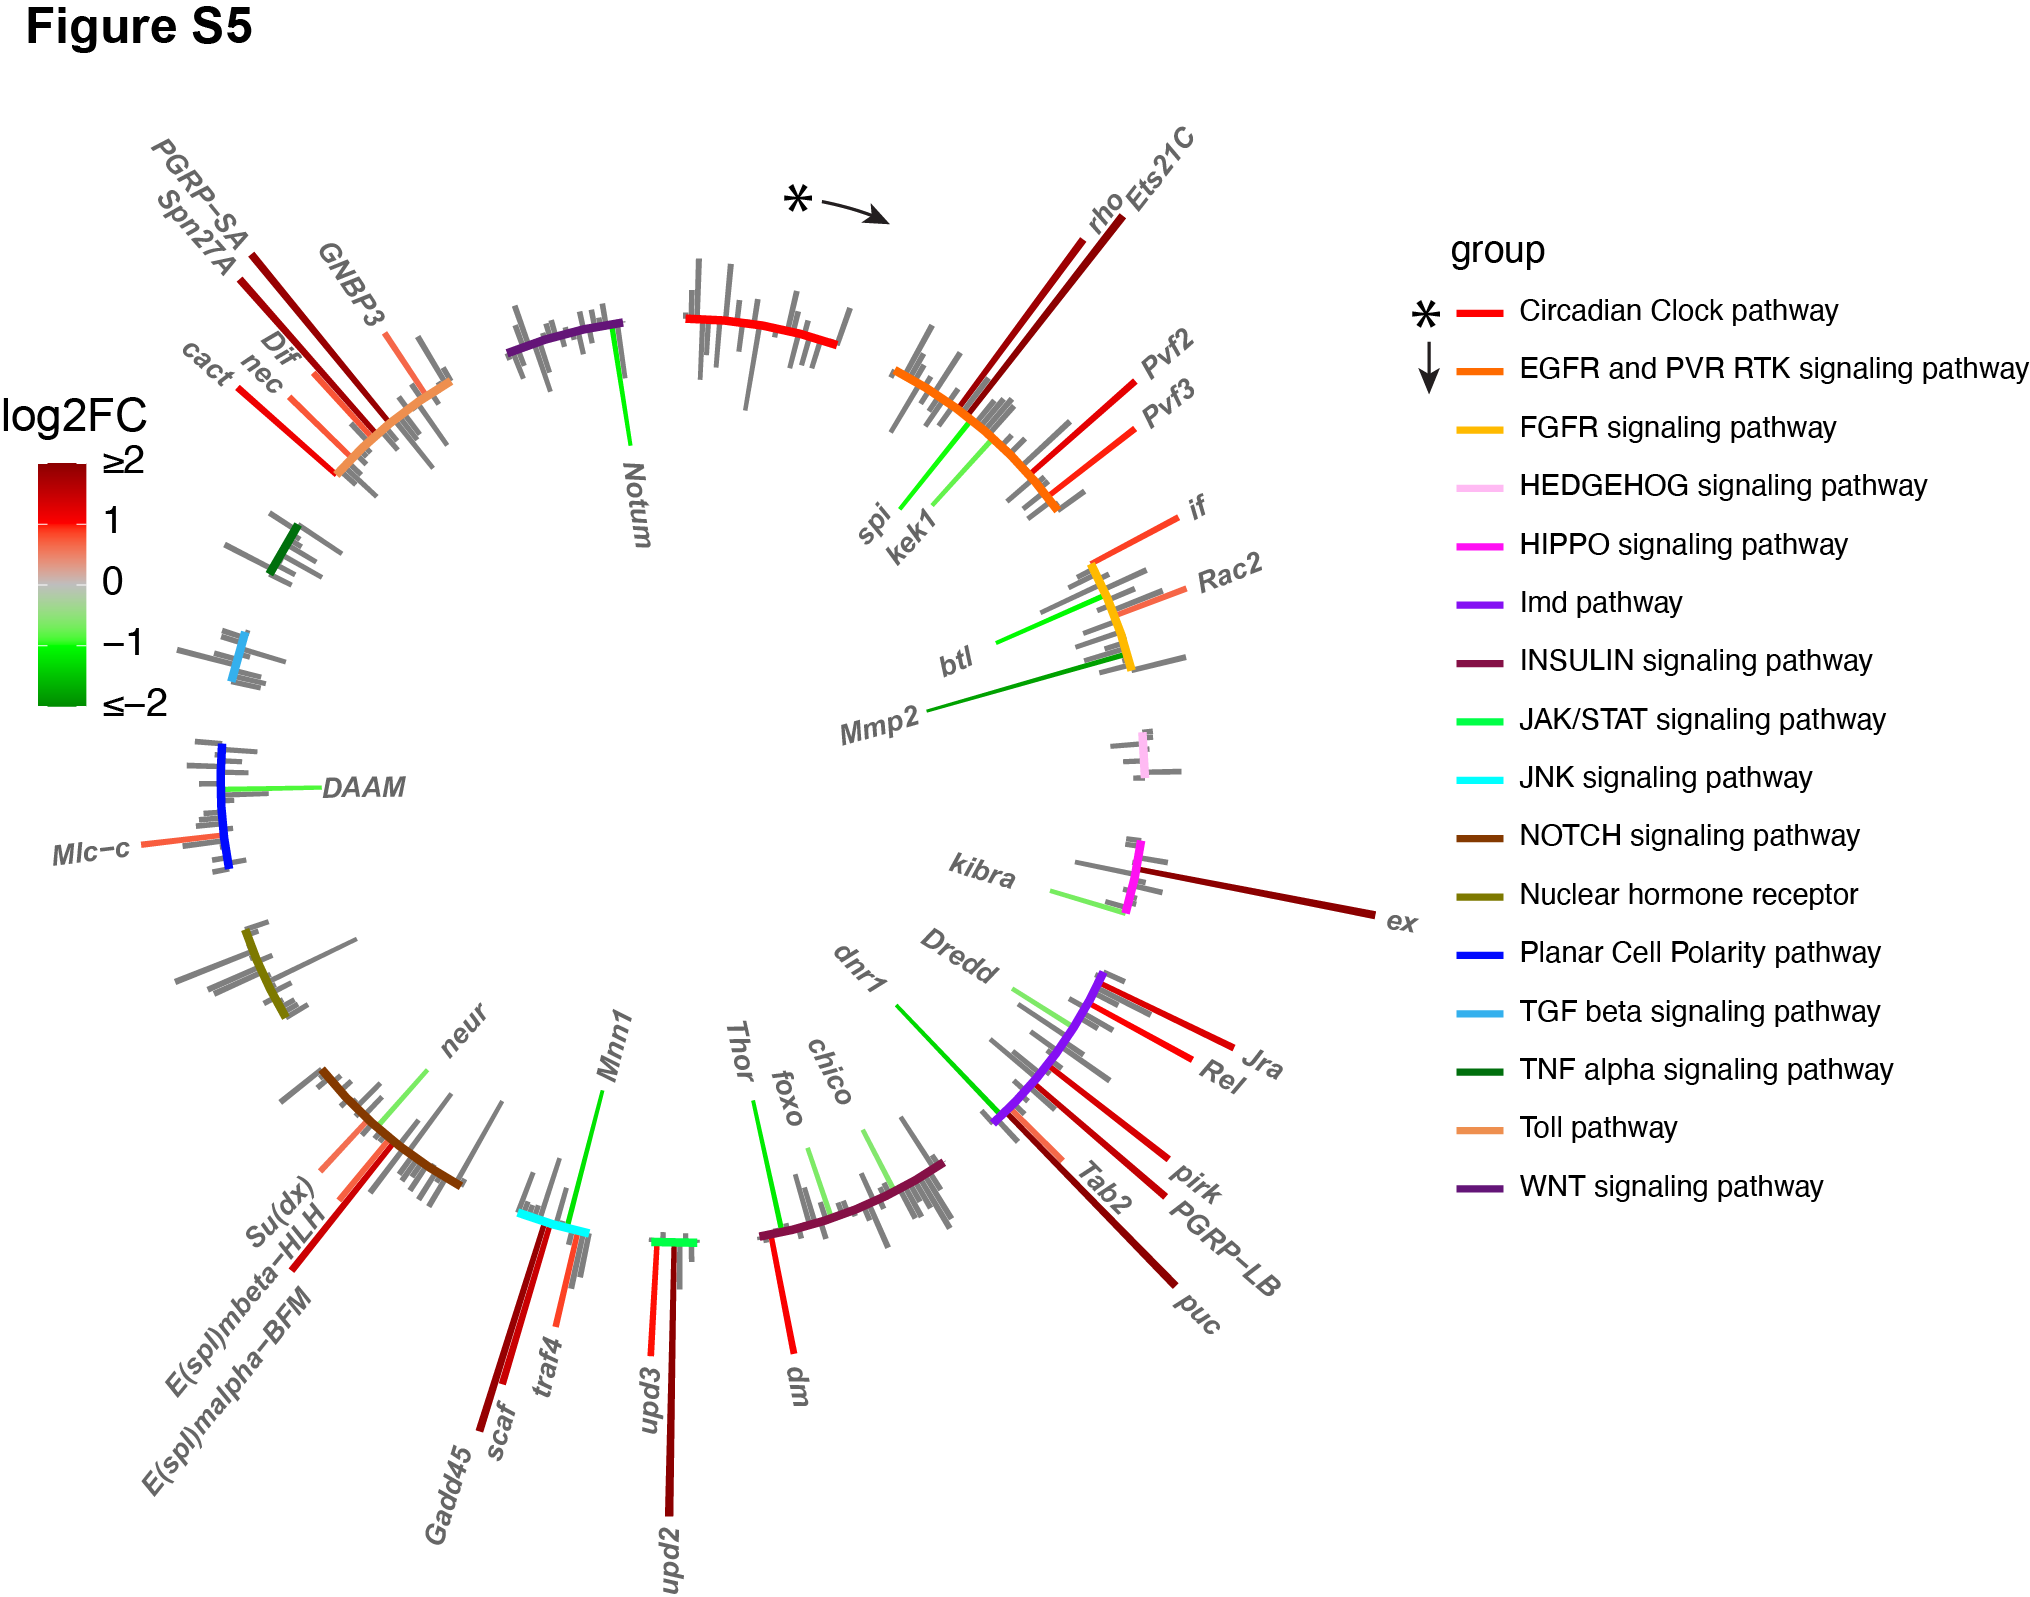
**

**S5: Changes in expression of core signaling pathway genes in response to acute exercise**

Genes that show a significant and more than 1.5 fold change in response to exercise are color coded with red showing an increase in expression and green a decrease in expression. Note that some genes are involved in more than one pathway, however, for simplicity of representation these genes have been shown for only one pathway.

How the deposited data were processed for this re-analysis (not part of the article)

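RNA sequencing libraries from dissected larval body wall muscles were analysed, 3 from control larvae (w1118) and 3 from exercised larvae (OK6-Gal4bc > CsChrimbc), both after 2 h of light and of mixed sex. The counts are raw reads per gene as deposited. The authors checked the reads with FastQC, aligned them to release 6 of the genome with STAR and counted them per gene with featureCounts, without pooling replicates. The versions of these tools, the annotation release, the strandedness and the treatment of reads that fit several genes are not given in the sources used here. The paper took its own differential expression from DESeq2, with an adjusted p under 0.05 and, where stated, a change of at least 1.5-fold. The table holds 17477 genes, of which 4025 had 0 counts in every library. Gene symbols, chromosomes and positions came from the reference annotation of release 6 used here for 17200 identifiers and from Supplementary Table 1 for 5. Another 272 identifiers, with 4.04% of the counts, had no symbol and entered the counts of genes but no list.

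Library totals were 23953341, 20485254 and 22473256 counts for control replicates 1 to 3 and 21168854, 19625425 and 22063283 for exercised replicates 1 to 3. TMM factors lay between 0.975 and 1.06. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes that filterByExpr kept (9127) were scaled by TMM, fitted with glmQLFit with robust=TRUE and tested with glmQLFTest for exercised against control, with condition as the only term. A gene passed at a Benjamini and Hochberg adjusted p under 0.05. Log2 fold changes carry a standard error, and CPM values are per TMM-scaled library with their SD over 3 libraries. Counting intervals of genes with 1 to 3 counts in a group are exact binomial intervals, which hold no spread between larvae. Principal components were taken from log2 CPM with a prior count of 2, on the 500 genes of highest variance. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 where at least 5 members were measured, and with the hypergeometric distribution against all tested genes.

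The lists were textbook lists of pathways, processes and cell type markers, since the GO and GLAD annotations of the study were not used here. They were written after Table 2 and Supplementary Tables 1 and 2 had been read, so tests of the lists are not independent of those values. Members without a current identifier in the table were left out. Genes are named by a rule: the 12 largest rises and the 12 largest falls among genes with an adjusted p under 0.05, a mean of at least 5 CPM and ranges that do not overlap; upd1, upd2, upd3, vg, Mrtf and Hsp70Bc; the 6 largest and 6 smallest changes of Table 2, and srl; for each list, up to 4 members with the smallest adjusted p, the most expressed member and any member in Fig. 5B; and w, msl-2, roX1, roX2 and Lsp1gamma as checks of genotype, sex and fat body. Other names are marked as chosen after their values were seen. Not every gene that the rule names has its value in the text, and the result of 1 gene is not reported here.

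The alternatives tried were DESeq2 1.42.0, limma-voom, RLE size factors, upper-quartile factors, no low-count filter, a stricter filter (CPM of at least 1 in every library, or at least 50 counts in 3 libraries), leaving out the 20 most abundant genes, robust=FALSE, the replicate number as a block, each library left out in turn, a test against a 1.5-fold change (glmTreat), a log2 threshold of 0.6, camera with an estimated correlation and fry. Added after the values were seen were DESeq2 with a prior on fold changes, control replicate 3 as the lone control and exercised replicate 1 as the lone exercised library. The steps were tested on simulated data of the same depth, with the common spread given to every gene. There, edgeR recovered 80.6% of genes changed 2-fold, DESeq2 73.1% and limma-voom 82.1%. Among the 139 genes that edgeR called there, 7 were unchanged. Real genes differ in spread, so these numbers need not hold for them. The libraries were checked for duplicates, and none was found. The qRT-PCR, staining and endurance training experiments were not analysed here.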

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

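The tests of the 3 patterns described here were chosen only after the results were seen. These genes lie outside those the paper discusses and were expressed in exercised larvae above their level in control larvae, as means of 3 libraries: w at 85.4 CPM (control 0.0579), CG31029 at 14.0 CPM (control 0.0289), Hsp70Bb at 39.8 CPM (control 0.104), Osi2 at 27.3 CPM (control 0.373), CG13560 at 189 CPM (control 3.20), lectin-24A at 10.3 CPM (control 0.222) and CG14567 at 103 CPM (control 2.53). The control strain is mutant for w, and whether a marker on the transgenes accounts for w in exercised larvae was not tested. No other explanation was tested for these genes, and exercise and genotype differ together.

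msl-2 was lower in the exercised libraries (log2 fold change -1.69), and roX1 (adjusted p = 0.203) and roX2 (adjusted p = 0.0987) had lower values that did not pass. A strain variant at the roX1 locus, on the X chromosome, would not lower msl-2, which lies on 2L and had an adjusted p of 0.0115. Fewer male larvae in the exercised pools may account for the pattern: 5 of 6 within-group pairs of libraries were ordered alike by the 3 transcripts. An effect of exercise on roX1 cannot be told apart from the sex of the pooled larvae, which the design did not control: roX1 differed 13.9-fold between the highest and lowest exercised libraries and 2.02-fold between the control libraries.

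Lsp1gamma was near 0 in the control libraries. More fat body in the exercised libraries would leave the ratio of Lsp1gamma to Lsp1beta alike, but that ratio was at most 1.23% in a control library and 94.0 to 99.6% in the exercised ones. A strain variant at the left end of chromosome arm 3L is a candidate explanation: the 3 other genes that start in the first 70 kb had 2 counts over the control libraries and 390 over the exercised ones, or 0.513%. Induction of Lsp1gamma by exercise (log2 fold change 9.88) cannot be told apart from it, since genotype and exercise differ together. Both transgenic lines had been backcrossed to the same w1118 line, which leaves fewer strain differences but was not tested at this locus.

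Fat body transcripts had higher values in the exercised libraries, with a median log2 fold change of 1.22 over 10 markers without Lsp1gamma. Different amounts of fat body left in the dissections may contribute: of 7 markers other than the Lsp1 genes and apolpp, 6 were higher in control replicate 3 than in both other control replicates. The excess was clear for Fbp2, at 35.6, 8.81 and 107 CPM in control replicates 1 to 3. It was small for others of the 6, such as Mtp at 18.1, 17.5 and 21.4 CPM. Fbp1, also among the 6, had only 3 counts over the control libraries. Lsp1beta, the most abundant fat body marker, was at 267, 206 and 1902 CPM in control replicates 1 to 3. Against control replicate 3 alone, the median was 0.12, and with 1 such library an effect of exercise on the fat body cannot be told apart from the dissection. That library also had the lowest roX1 of the control libraries, at 79.4 CPM against 160.3 and 157 CPM, so it may differ in sex composition too.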

How the results depend on the processing

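The tests with control replicate 3 as the lone control, with exercised replicate 1 as the lone exercised library and with a prior on fold changes were chosen only after the results were seen. Under DESeq2, limma-voom, RLE size factors, upper-quartile factors, both filter settings, leaving out the 20 most abundant genes and robust=FALSE, 1586 to 2016 genes passed (1714 in the analysis above), 468 to 707 were at least 1.5-fold higher and 447 to 591 at least 1.5-fold lower, with more lower than higher (591 and 514) only with upper-quartile factors. With the replicate block, which leaves fewer degrees of freedom, 1064 genes passed. Leaving out 1 library, 827 (without exercised replicate 3) to 1781 passed (1030 without control replicate 2), 395 to 606 were at least 1.5-fold higher and 305 (without exercised replicate 3) to 586 lower. Control replicate 3 as the lone control gave 421 (219 higher and 196 lower at 1.5-fold) and exercised replicate 1 as the lone exercised library 891, with fewer libraries and a lone library assumed to vary like the other group. The glmTreat test of edgeR, which asks for more than 1.5-fold, gave 251 and 128. The gene upd2 had edgeR log2 fold changes of 3.27 to 5.40 on leaving out 1 library, not past the threshold without control replicate 1 (3.66, adjusted p = 0.0751) or 2 (3.53, adjusted p = 0.0527), nor against the lone control (2.81, adjusted p = 0.185), with fewer libraries, and the stricter filter left it out. The gene upd3 (0.83 to 1.46 on leaving out 1 library) passed with DESeq2 (1.25, adjusted p = 0.0328), with a prior (0.99, adjusted p = 0.0316), with no low-count filter (1.25, adjusted p = 0.0412) and without exercised replicate 2 (1.41, adjusted p = 0.0494), and the cause was not tested. The first principal component held 70.3%, and 63.1% on all filtered genes, 73.6% with the vst and 73.6% with the rlog of DESeq2, and 68.7 (without control replicate 2) to 77.3% (without control replicate 3) on leaving out 1 library. The cause was not tested. Textbook lists called by camera numbered 15, 11 to 19 on leaving out 1 library, 16 by fry, and 0 when camera estimated the correlation from 6 libraries, for which the cause was not tested. The lists from Table 2 and Supplementary Table 2 are not in this count, and of these the Table 2 list then had an adjusted p of 0.0231. Lists over-represented among genes changed in either direction numbered 9, but 15 with no low-count filter and 16 with no fold threshold. The cause was not tested for these lists. Of 282 other named genes, 198 passed. Of these, the number no longer past was 0 with DESeq2, 3 with limma-voom, 8 with upper-quartile factors, 38 with the replicate block, 16 to 58 on leaving out 1 library, 109 with the lone control and 78 with the lone exercised library, and DESeq2 added 19. None of these results reversed direction while past the threshold. The 4025 genes with 0 counts and those below the filter are too shallow to judge.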

Differences from the paper's values

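The tests with DESeq2 and a prior on fold changes and with control replicate 3 as the lone control were chosen only after the values were seen. The log2 fold changes of exercised against control that differed by more than the larger standard error were Lsp1gamma, 9.41 in the paper (standard error 0.18) and 9.88 here; CG3348, 4.64 in the paper (standard error 0.23) and 4.99 here; TwdlY, 3.85 in the paper (standard error 0.39) and 5.98 here; CG8100, 3.29 in the paper (standard error 0.36) and 4.28 here; upd2, 2.37 in the paper (standard error 0.42) and 3.99 here; and, from Supplementary Table 1, Hsp70Bc, 5.57 in the paper (standard error 0.38) and 8.97 here; and w, 7.30 in the paper (standard error 0.35) and 10.37 here. Of the alternatives set before the data were examined, limma-voom, upper-quartile factors, the replicate block and leaving out control replicate 1, exercised replicate 1 or exercised replicate 3 brought CG3348 within that error, and the other alternatives did not. For the other 6 genes, every alternative set before the data were examined that tested the gene kept the difference. With control replicate 3 as the lone control, chosen after seeing the values, upd2 and CG3348 came within the error, and 1581 of the 1966 genes of Supplementary Table 1 whose identifier is in the count table lost their call, with fewer libraries. With DESeq2 and a prior on fold changes, also chosen after seeing the values, all 7 genes came within the error, and 1965 of these 1966 genes were called, so that 1 was dropped. The median absolute difference in log2 fold change from Supplementary Table 1 was 2.96e-05 with that prior and 0.0265 for DESeq2 without it. The paper's values are thus those of a fit with a prior, which its methods do not name, while the edgeR values here carry none. The copy of that table used here holds 1999 genes.

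The paper states that upd3 rose significantly, and here it did not pass the edgeR test (adjusted p = 0.0606), while DESeq2, DESeq2 with a prior, edgeR with no low-count filter and edgeR without exercised replicate 2 call it. upd2, named with it, passed (adjusted p = 0.0179). The paper lists vg among upregulated genes, and here its adjusted p was 0.0673 from edgeR and 0.0427 from DESeq2, while Mrtf, named with it, passed (adjusted p = 0.00136). Of the genes drawn as changed in Fig. 5B, 4 of 38 did not pass, namely upd3, pirk, PGRP-LB and Thor, and DESeq2 calls all 38. Of the genes drawn as upregulated in Fig. 4C, 66 of 75 passed, and DESeq2 calls 75. Of the upregulated genes of Table 2, 12 of 52 did not pass, and DESeq2 calls 51. Supplementary Table 2 is titled as upregulated genes, and 34 of its 54 tested genes were higher and 11 lower. The paper names FGFR and insulin signaling as the most affected pathways and Imd as strongly affected among upregulated genes. In the textbook lists used here, which are not those of the study, FGFR (adjusted p = 0.832), insulin (adjusted p = 0.506) and Imd (adjusted p = 0.850) were not over-represented at 1.5-fold, while the JNK list (adjusted p = 0.000655) and the TNF alpha list (adjusted p = 0.0267), which the paper names with Imd, were. The Imd list here leaves out Jra and puc, which Fig. 5B draws under Imd. The FGFR list lacks btl, and the insulin list lacks InR and S6k, for want of a current identifier. DESeq2 called 6 genes of the Imd list higher, and edgeR 3. These results thus do not decide whether the study's own lists are enriched. The JNK and TNF alpha lists share members, and the TNF alpha result has an adjusted p up to 0.0514 without exercised replicate 3. The paper also finds terms for tracheal development, oxidative stress and unfolded protein enriched among changed genes, and response to hypoxia among upregulated ones. The nearest textbook lists were not over-represented at 1.5-fold (hypergeometric test, adjusted p = 0.987, 0.856, 0.803 and 0.694). Those lists are not the study's terms, and the unfolded protein list is of the endoplasmic reticulum, without the heat-inducible heat shock genes.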

Other observations

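The test of the splits was set in advance, and the genes named for next to no counts in a group were chosen after their values were seen. The real split of the libraries into control and exercised called 1714 genes, and the highest of the other splits called 1. Each of the other splits mixes control and exercised libraries in both groups, which widens the spread within them. Few calls in those splits thus follow from the design and do not exclude chance. The 10 splits are also too few for a share under 0.05.

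Some genes of sugar metabolism were higher in exercised larvae. Eno (log2 fold change 0.62, adjusted p = 0.00167), Tpi (0.51, adjusted p = 0.00281), Gapdh1 (0.34, adjusted p = 0.0146) and Pgi (0.29, adjusted p = 0.0414) were the 4 higher genes of 13 glycolysis genes, with none lower (5 higher and 0 lower when adjusted over the list alone; 3 higher with upper-quartile factors). For the glycolysis list, camera adjusted p = 0.0299, and adjusted p = 0.912 with an estimated correlation, and adjusted p up to 0.127 without control replicate 2 or exercised replicate 3, and 0.0504 with upper-quartile factors, and the list was not over-represented among genes at least 1.5-fold higher (7.69% against 6.17% of all tested genes; hypergeometric test, adjusted p = 0.922). Gapdh1 and Pgi did not pass without 1 or more of control replicates 2 and 3 and exercised replicates 1, 2 and 3 (adjusted p up to 0.162). Of 13 genes of glycogen and trehalose metabolism, 5 were higher, Tret1-1 (log2 fold change 1.17, adjusted p = 0.0112), Gbs-76A (0.78, adjusted p = 0.00458), PhKgamma, Pgm1 and UGP, 1 was lower, Treh (-0.76, adjusted p = 0.000925), and 7 did not pass (5 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0403, and adjusted p = 0.587 with an estimated correlation; camera adjusted p up to 0.0961 without control replicate 2 or exercised replicate 1 or 3, and 0.122 from the limma-voom fit; genes at least 1.5-fold higher, 15.4% against 6.17% of all tested genes; hypergeometric test, adjusted p = 0.511). Pgm1 and UGP were named after their values were seen, and PhKgamma, Pgm1 and UGP did not pass without 1 or more of control replicate 2 and exercised replicates 1 and 3 (adjusted p up to 0.0929).

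Few genes of mitochondrial metabolism passed. None of 14 tricarboxylic acid cycle genes passed with edgeR (1 higher and 0 lower at an unadjusted p under 0.05, 1 higher with DESeq2, SdhC, and 0 with limma-voom). None of 35 nuclear genes of oxidative phosphorylation passed with edgeR, nor at an unadjusted p under 0.05, nor with DESeq2 or limma-voom (0 for each). Of 12 mitochondrial transcripts, 1 was lower, mt:ND4L, with 89 counts over the control libraries and 0 over the exercised ones, and the abundant mt:lrRNA did not pass (log2 fold change -0.014, adjusted p = 0.926). srl, the fly gene of the PGC-1 family, was at 20.9 ± 1.67 and 30.1 ± 6.29 CPM (log2 fold change 0.53, standard error 0.16) and did not pass with edgeR (adjusted p = 0.0515) or limma-voom (adjusted p = 0.0648), but passed with DESeq2 (adjusted p = 0.0186).

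Genes of the larval cuticle changed in both directions. The abundant Lcp3 fell from 21405 ± 2248 to 10929 ± 434 CPM (log2 fold change -0.97, adjusted p = 0.000544), and Cpr76Bc fell by 5.65 on the log2 scale (adjusted p = 0.000730), while Cpr65Av rose by 1.27 (adjusted p = 0.00152). Of 36 cuticle protein genes, 7 were higher, 8 lower and 21 did not pass (11 higher and 9 lower when adjusted over the list alone; 6 higher and 9 lower with upper-quartile factors), and 27.8% changed at least 1.5-fold, against 11.6% of all tested genes (adjusted p = 0.0379, and adjusted p up to 0.901 without control replicate 2 or exercised replicate 1, 2 or 3).

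Markers of other cell types were measured too. Syx1A was the higher one of 13 neuron markers (log2 fold change 0.52, adjusted p = 0.0312; 0 higher and 0 lower when adjusted over the list alone), and the other 12 had negative log2 fold changes and did not pass (camera adjusted p = 0.184, and adjusted p = 0.912 with an estimated correlation). Of 10 glia markers, loco was higher (adjusted p = 0.0345), and axo (log2 fold change -0.66, adjusted p = 0.0113) and Mdr65 (-0.61, adjusted p = 0.0122) were lower (2 higher and 2 lower when adjusted over the list alone). CrebA was the higher one of 7 salivary gland markers (log2 fold change 1.23, adjusted p = 0.0216, and 3 higher and 0 lower when adjusted over the list alone). DESeq2 called 4 of the 7 higher and 0 lower, and 5 had positive and 2 negative log2 fold changes with edgeR. CrebA is also on the immediate early list. Of 7 oenocyte markers, Sdc was higher (adjusted p = 0.0299) and CG18609 lower (log2 fold change -1.02, adjusted p = 0.00520; 1 higher and 1 lower when adjusted over the list alone). Best2 was the lower one of 4 Malpighian tubule markers (log2 fold change -0.64, adjusted p = 0.00709; 1 higher and 1 lower when adjusted over the list alone). Syx1A, loco, axo, Mdr65, CrebA and Sdc did not pass without 1 or more of the 6 libraries (adjusted p up to 0.117), and loco did not pass with upper-quartile factors, where Sdc did not pass either. None of 10 imaginal disc markers passed with edgeR, nor at an unadjusted p under 0.05, nor with DESeq2 or limma-voom (0 for each). w was the only marker of genotype.

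Called genes lay on every chromosome arm tested, with the largest share on 3L. They made up 21.4% of the 1760 tested genes of arm 3L (376 genes, adjusted p = 0.0146 by Fisher's exact test), and no other arm passed. Of 126 windows of 1 Mb, 0 passed (Fisher's exact test, 9 at an unadjusted p under 0.05, lowest adjusted p = 0.426), and of 65 windows of 2 Mb, 0 passed (6 at an unadjusted p under 0.05, lowest adjusted p = 0.382). By the paper's genotype notation the transgenes lie on chromosomes 2 and 3. Strain differences linked to them cannot be told apart from exercise here. Some called genes had next to no counts in 1 group. lncRNA:CR46123 had 324 counts over the control libraries and 0 over the exercised ones, CG18577 73 and 0, and the Y-linked CR41509 67 and 0. On 3L, CG13032 had 300 and 2 and the nearby lncRNA:CR45179 48 and 2, and CG34256, near CG11619, 186 and 3.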
